# Isoform‐specific localization of DNMT3A regulates DNA methylation fidelity at bivalent CpG islands

**DOI:** 10.15252/embj.201797038

**Published:** 2017-10-26

**Authors:** Massimiliano Manzo, Joël Wirz, Christina Ambrosi, Rodrigo Villaseñor, Bernd Roschitzki, Tuncay Baubec

**Keywords:** CpG islands, DNA methylation, DNMT3A, H3K27me3, Polycomb, Chromatin, Epigenetics, Genomics & Functional Genomics, Transcription

## Abstract

DNA methylation is a prevalent epigenetic modification involved in transcriptional regulation and essential for mammalian development. While the genome‐wide distribution of this mark has been studied to great detail, the mechanisms responsible for its correct deposition, as well as the cause for its aberrant localization in cancers, have not been fully elucidated. Here, we have compared the activity of individual DNMT3A isoforms in mouse embryonic stem and neuronal progenitor cells and report that these isoforms differ in their genomic binding and DNA methylation activity at regulatory sites. We identify that the longer isoform DNMT3A1 preferentially localizes to the methylated shores of bivalent CpG island promoters in a tissue‐specific manner. The isoform‐specific targeting of DNMT3A1 coincides with elevated hydroxymethylcytosine (5‐hmC) deposition, suggesting an involvement of this isoform in mediating turnover of DNA methylation at these sites. Through genetic deletion and rescue experiments, we demonstrate that this isoform‐specific recruitment plays a role in *de novo* DNA methylation at CpG island shores, with potential implications on H3K27me3‐mediated regulation of developmental genes.

## Introduction

DNA methylation is a well‐established epigenetic mark involved in gene regulation and genome stability. The importance of DNA methylation for mammalian genome function is apparent by the lethal phenotypes observed upon individual and combined knock‐out of DNA methyltransferases, whereas DNMT1 and DNMT3B knock‐outs are embryonic lethal and DNMT3A knock‐outs are lethal 4 weeks after birth (Lei *et al*, 1996; Okano *et al*, 1999; Chen *et al*, 2003). Furthermore, aberrant deposition of DNA methylation is frequently observed in cancers (Baylin, 2005; Yan *et al*, 2011). Recent genome‐wide initiatives explored the distribution of methylated CpGs in various cell types and tissues at single‐base pair resolution (Lister *et al*, 2009; Stadler *et al*, 2011; Hon *et al*, 2013). These datasets were crucial in identifying the frequency and localization of methylated cytosines, and also to monitor changes in methylation during cellular transitions, including differentiation in healthy individuals (Schultz *et al*, 2015) or cellular transformation (Akalin *et al*, 2012; Hovestadt *et al*, 2014). Furthermore, the discovery of 5‐hydroxymethylcytosine (5‐hmC) as an additional modification of mammalian genomes and the characterization of TET‐mediated DNA methylation removal (Kriaucionis & Heintz, 2009; Tahiliani *et al*, 2009; Kohli & Zhang, 2013) provide compelling evidence that DNA methylation is highly dynamic and undergoes constant turnover at regulatory sites (Stroud *et al*, 2011; Feldmann *et al*, 2013; Kohli & Zhang, 2013).

The *de novo* enzymes DNMT3A and DNMT3B are responsible for establishing DNA methylation, while DNMT1 is the maintenance methyltransferase responsible for propagation of this mark at CpG dinucleotides after DNA replication. In addition, the *de novo* DNMTs are responsible for the frequently occurring non‐CpG methylation in mammalian genomes and contribute to maintenance of CpG methylation through filling up gaps after DNMT1 or counteracting active demethylation (Ramsahoye *et al*, 2000; Liang *et al*, 2002; Jackson *et al*, 2004; Arand *et al*, 2012). Recently, DNMT3C, a novel rodent‐specific member of the *de novo* DNMT family, has been identified to regulate DNA methylation in the male germline (Barau *et al*, 2016). How DNMTs are correctly recruited to the genome in order to establish and maintain DNA methylation is not completely understood. In addition, splicing and alternative promoter usage gives rise to various catalytically active and inactive DNMT isoforms with tissue‐ and cancer‐specific expression preferences (Chen *et al*, 2002; La Salle & Trasler, 2006; Gopalakrishnan *et al*, 2009; Duymich *et al*, 2016), revealing a complex regulation of DNA methylation through isoform variation. Previous studies have measured subcellular localization, catalytic activity, and targeting specificities of these isoforms in various cell types and *in vitro* (Chen *et al*, 2002, 2003; Choi *et al*, 2011; Gordon *et al*, 2013; Duymich *et al*, 2016). However, the *in vivo* preferences of individual isoforms and their contribution to the DNA methylation landscape remains to be uncovered.

Based on numerous biochemical, structural, and genome‐wide studies, the context‐dependent crosstalk of DNA methylation with histone modifications, DNA sequence properties, transcriptional activity, or transcription factors became more and more apparent in the recent years (Rose & Klose, 2014; Ambrosi *et al*, 2017). Most importantly, histone modifications have been identified to play a major role in guiding DNA methylation (Rose & Klose, 2014; Du *et al*, 2015). For example, H3K4me3 prevents binding of the *de novo* methyltransferases to unmethylated CpG islands (Otani *et al*, 2009) and H3K36me3 was identified to enhance DNMT3B localization to actively transcribed gene bodies *in vivo* (Baubec *et al*, 2015). At the same time, DNA methylation has been shown to influence the deposition of histone modifications. For example, removal of DNA methylation results in spreading of the H3K27me3 mark from bivalent promoters (Lynch *et al*, 2011; Brinkman *et al*, 2012; Marks *et al*, 2012; Reddington *et al*, 2013; Jermann *et al*, 2014), and switching between H3K27me3‐ and DNA methylation‐mediated repression has been described during development and in cancer (Schlesinger *et al*, 2006; Widschwendter *et al*, 2006; Mohn *et al*, 2008). This antagonism between DNA methylation and H3K27me3 suggests a dynamic crosstalk between these epigenetic marks that could be required for ensuring correct gene expression programs.

In this study, we explored the role of DNMT3A in establishing DNA methylation patterns in mouse ES and neuronal progenitor cells. More specifically, we focused our attention on the genomic location and DNA methylation activity of the longer DNMT3A isoform, DNMT3A1 (Fig 1A). We show that DNMT3A1 preferentially localizes to CpG islands bivalently marked by H3K4me3 and H3K27me3 in mouse embryonic stem cells, coinciding with the promoters of many transcription factors. This preference is further observed during neuronal differentiation, where DNMT3A1 binding follows H3K27me3 dynamics. DNMT3A1 binding to these sites coincides with elevated 5‐hmC deposition at CpG island shores, and loss of DNMT3A results in reduced 5‐hmC and erosion of DNA methylation at these sites. Re‐expression of DNMT3A1, but not DNMT3A2, in *Dnmt‐triple‐*KO ES cells preferentially re‐targets DNA methylation to bivalent CpG island shores and results in increased production of 5‐hmC. These results demonstrate that the DNMT3A1 isoform is responsible for sustaining methylcytosine turnover at bivalent CpG islands.

**Figure 1:**
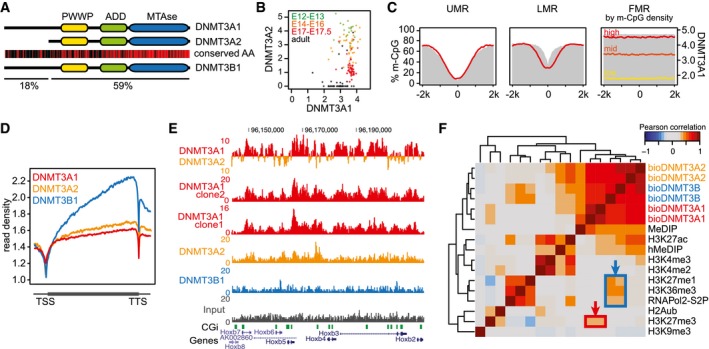
The DNMT3A isoforms DNMT3A1 and DNMT3A2 display differential localization along the mouse ES cell genome Similarities in domain composition and amino acid sequence between murine DNMT3A and DNMT3B. Conserved amino acids are indicated as red bars. The longer and shorter DNMT3A isoforms DNMT3A1 and DNMT3A2 are shown.Differential expression of DNMT3A isoforms measured by CAGE‐seq data obtained from the FANTOM5 consortium. Indicated are data points obtained from various tissues during early mouse development at the indicated embryonic days (E) and from adult animals. Shown are log_2_‐transformed CAGE‐seq read counts overlapping the isoform‐specific promoters (see also Appendix Fig S1D and E).Average profiles indicating DNMT3A1 binding around genomic regions containing unmethylated, low methylated, and fully methylated regions (UMR, LMR, and FMR, respectively, from Stadler *et al*, 2011). DNA methylation at these sites is indicated in gray (% m‐CpG); binding of DNMT3A1 is indicated in red (average read counts from ChIP‐seq data). At FMRs, DNMT3A1 binding is shown at three FMR groups stratified by methyl‐CpG‐density to indicate binding dependency on the density of methylated CpGs (see also Appendix Fig S3C and D).Comparative binding analysis between DNMT3A1, DNMT3A2, and DNMT3B indicates lack of DNMT3A recruitment to transcribed gene bodies. Shown are average density plots for ChIP‐seq read counts around non‐overlapping genes scaled by gene length.Representative genome browser view exemplifying differences in binding between the *de novo* methyltransferases. Shown are read counts per 100 bp for ChIP‐seq and input samples. Gene models, CpG islands, and repetitive elements from the UCSC genome browser are indicated below. Top track indicates differential binding between DNMT3A1 (red) and DNMT3A2 (orange).Genome‐wide cross‐correlation analysis between *de novo* DNMT binding and various chromatin modifications. Pearson's correlations are calculated on log_2_‐transformed read counts over 1‐kb‐sized tiles covering the mouse genome. Increased correlations between DNMT3A1 and H3K27me3, as well as for DNMT3B with transcriptionally active features, are indicated by red and blue boxes, respectively.

## Results

### Isoform‐specific localization of DNMT3A1 and DNMT3A2 to the genome of mouse ES cells

The *Dnmt3a* gene is transcribed from two alternative promoters, resulting in two protein isoforms: DNMT3A1 and DNMT3A2, respectively (Chen *et al*, 2002) (Fig 1A and Appendix Fig S1A). We have analyzed the differential expression of these two isoforms in detail during *in vitro* differentiation of murine ES cells (Appendix Fig S1B and C) and by using publicly available CAGE‐seq data obtained from various stages and tissues during mouse development (FANTOM5 Consortium, 2014). The CAGE‐seq analysis indicates that the shorter isoform DNMT3A2 is mainly expressed during early development, whereas the longer DNMT3A1 isoform is expressed in the majority of samples (Fig 1B, Appendix Fig S1D and E, and Dataset EV1). Given these differences in isoform expression, we wanted to investigate the binding behavior of the DNMT3A isoforms and their potential contribution to DNA methylation. Standard chromatin immunoprecipitation (ChIP) for DNMT proteins is limited by the availability of suitable antibodies and furthermore does not allow to distinguish genomic binding preferences between protein isoforms. To overcome these limitations, we have utilized RAMBiO (Baubec *et al*, 2013), a biotin‐tagging approach which we have previously employed to investigate genomic binding of DNMTs in mouse ES cells (Baubec *et al*, 2015). This approach allowed us to tag individual DNMT3A isoforms, express them from the same heterologous genomic site at similar levels, and perform stringent detection of DNMT3A binding by streptavidin‐based ChIP followed by high‐throughput sequencing (Appendix Fig S2A–E and Dataset EV2).

Using this approach, we have obtained binding maps for DNMT3A1 in mouse ES cells from two individual clones, and compared its binding to DNMT3A2 and DNMT3B1 (Fig 1C–F and Appendix Fig S3A and B). Similar to DNMT3A2 and DNMT3B, binding of DNMT3A1 is excluded from unmethylated and low methylated regions (LMR) that coincide with active proximal and distal regulatory elements (UMR and LMR, respectively, from Stadler *et al*, 2011), while fully methylated regions (FMR) are bound by DNMT3A1 in a methylation density‐dependent manner (Fig 1C and Appendix Fig S3C and D). However, we observed several differences in DNMT3A1 binding when compared to the other DNMT3 proteins, suggesting that this isoform could display unique targeting preferences to the genome. This is evident from lack of binding to actively transcribed gene bodies occupied by DNMT3B (Baubec *et al*, 2015) (Fig 1D), differential localization at numerous sites in the genome (Fig 1E and Appendix Fig S3E), and from its genome‐wide correlations to various chromatin features. The latter indicates preferential localization of DNMT3A1 to genomic sites enriched for H3K27me3 (Fig 1F and Appendix Fig S3F)—a feature not observed for DNMT3A2 or DNMT3B. This differential binding behavior of DNMT3A1 motivated us to explore the localization of this isoform in more detail.

### The DNMT3A1 isoform localizes to H3K27me3‐positive CpG island shores

Based on the observed differences in genomic binding between the DNMT3A isoforms and DNMT3B, we aimed to identify individual and overlapping binding sites of these enzymes. Therefore, we have calculated statistically significant enriched regions for each individual DNMT protein (see Materials and Methods), resulting in 3,970 regions exclusively enriched for DNMT3A1, 3,838 for DNMT3A2, 3,432 for DNMT3B, and sites that are shared between the *de novo* DNMT proteins (Fig EV1A and Appendix Fig S4A). In order to extract the binding preferences of DNMT3A1, we have focused our attention on the exclusively bound regions only and characterized these by calculating enrichments for various chromatin modifications, transcription, and local sequence properties. We again observed that DNMT3A1‐bound sites are frequently enriched for H3K27me3, while DNMT3A2 sites do not display any preference, and DNMT3B sites are associated with transcribed regions marked by H3K36me3 as previously described (Baubec *et al*, 2015) (Fig 2A and B, and Appendix Fig S4A). Direct comparison between the antagonistic modifications H3K27me3 and H3K36me3 on a genome‐wide scale further revealed the isoform‐specific preference of DNMT3A1 for H3K27me3‐bound sites (Fig 2C). Surprisingly, although DNA methylation levels measured directly at DNMT‐binding sites are comparably high for all three proteins (> 80% average, Fig 2D and Appendix Fig S4B), regions immediately upstream and downstream of the DNMT3A1‐binding sites display a sharp reduction in DNA methylation (Fig 2D, top). CpG density analysis revealed the opposite behavior, with increasing CpG density immediately upstream and downstream of DNMT3A1‐binding sites (Fig 2D, bottom). This was not evident for DNMT3A2‐ or DNMT3B‐bound sites, suggesting that genomic regions with reduced DNA methylation and increased CpG density frequently occur near DNMT3A1‐binding sites (Fig EV1B).

**Figure EV1:**
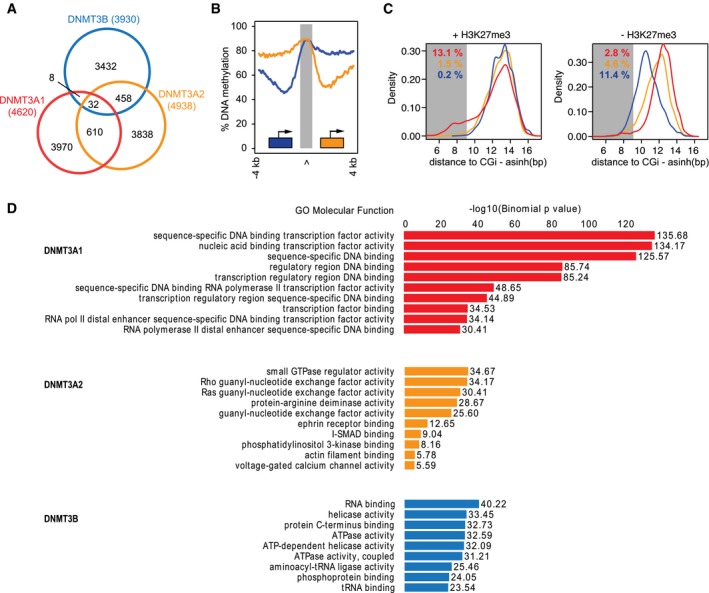
DNMT3A1 localization around Polycomb CpG islands Venn diagram indicating overlapping and individual binding sites for the *de novo* DNA methyltransferases identified from 1‐kb‐sized tiles covering the entire genome.Averaged DNA methylation % around DNMT3A1‐bound sites (in gray) according to their position upstream (5′) or downstream (3′) of neighboring CpG island promoters. Blue line indicates DNMT3A1 sites downstream of the 3′‐end, and orange line upstream of the 5′‐end of CGI promoters.Density plots indicating the distance between *de novo* DNA methyltransferase‐enriched sites (red: DNMT3A1, orange: DNMT3A2, blue: DNMT3B) and CpG island promoters separated by H3K27me3. Shaded area indicates a distance shorter than 5 kb, and the percentage of bound sites within that distance is indicated for all DNMT3 proteins in the corresponding color.GREAT (McLean *et al*, 2010) analysis of DNMT3‐binding sites indicating the enriched Molecular Function Gene Ontology term of nearby genes. DNMT3A1 frequently associates with or near promoters of DNA sequence‐dependent transcriptional regulators.

**Figure 2:**
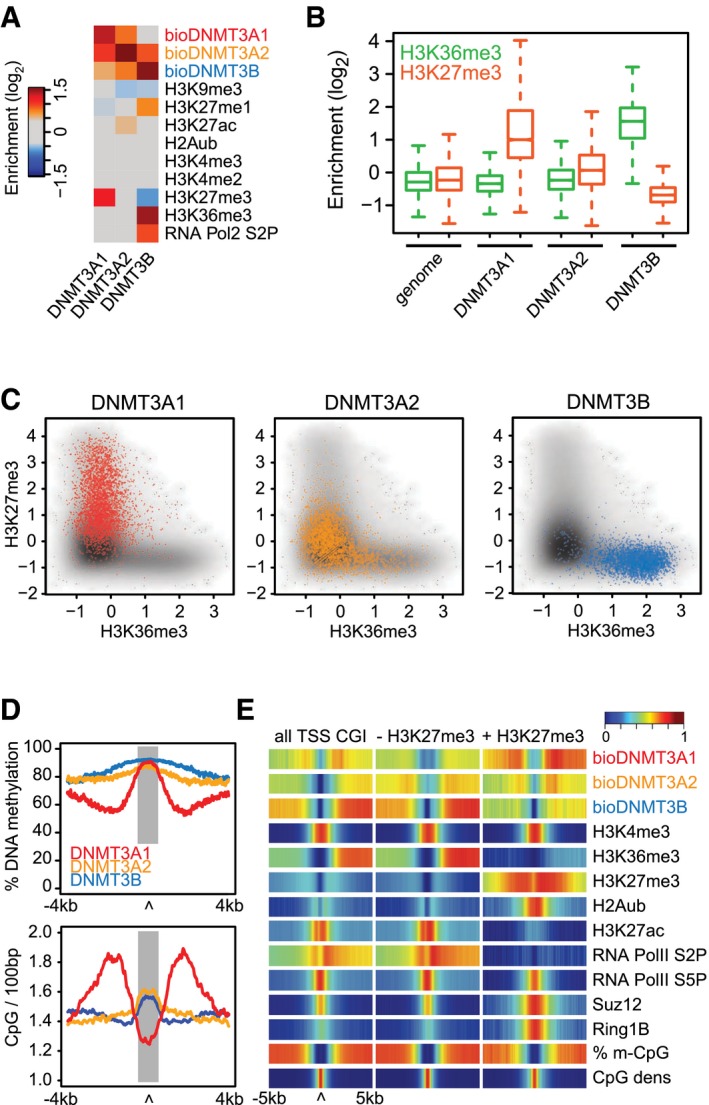
The DNMT3A1 isoform preferentially localizes to H3K27me3‐bivalent CpG islands Enrichment analysis of chromatin features under DNMT3‐protein‐binding sites reveals increased H3K27me3 localization at sites bound by DNMT3A1. Shown are average log_2_‐enrichments of the indicated chromatin modifications and factors over input at sites exclusively bound by individual *de novo* DNMTs.Box plots indicating log_2_‐enrichment over input for H3K27me3 and H3K36me3 at DNMT3A1‐, DNMT3A2‐, and DNMT3B‐binding sites, and compared to average enrichment in the entire genome. Boxes denote the inter‐quartile range (IQR) and whiskers 1.5 × IQR.Scatter plots indicating the specific binding preference of DNMT3A1 for H3K27me3 and DNMT3B for H3K36me3. Shown are genome‐wide enrichments over input for these histone modifications highlighting their mutual exclusiveness (gray) and the location of DNMT3A1 (red)‐, DNMT3A2 (orange)‐, and DNMT3B (blue)‐bound sites along these genomic distributions.DNA methylation levels and CpG densities differ around *de novo* DNMT‐binding sites. Top: Shown are average methylation values for CpGs centered around DNMT‐binding sites (gray area). Bottom: Shown are CpG densities calculated as number of CpG dinucleotides per 100 bp at DNMT3‐binding sites. Average densities are calculated for exclusive binding sites of DNMT3A1 (red), DNMT3A2 (orange), and DNMT3B (blue).DNMT3A1 preferentially localizes upstream and downstream of bivalent CpG island promoters. Shown are heat map density profiles for DNMT3 protein binding and chromatin features around all promoter‐associated CpG islands and CpG promoters separated by H3K27me3. CpG island promoters are oriented according to their downstream gene.

These results indicate a potential preference of the longer isoform DNMT3A1 for hypomethylated and CpG‐rich regulatory regions decorated by H3K27me3. Therefore, we have focused our attention on the CpG island promoters that are bivalent for H3K4me3 and H3K27me3 marks (Mikkelsen *et al*, 2007; Mohn *et al*, 2008). By binning CpG island promoters into bivalent and non‐bivalent promoters based on the presence of H3K27me3 (Appendix Fig S4C), we could observe that DNMT3A1 is mainly enriched at bivalent CpG islands (Figs 2E and EV1C). However, DNMT3A1 does not completely overlap with the H3K27me3 signal and is excluded from the center of the CpG island—in line with H3K4me3 preventing binding of *de novo* DNMTs through their ADD domains (Otani *et al*, 2009). Instead, DNMT3A1 localizes upstream and downstream of the CpG islands (Fig 2E and Appendix Fig S4D), coinciding with CpG island shores that have been reported to be differentially methylated during development and in cancer (Doi *et al*, 2009; Irizarry *et al*, 2009; Hodges *et al*, 2011). This specific localization is not observed for DNMT3B which is fully absent from CpG islands shores, and only to a minor degree for DNMT3A2 (Fig 2E and Appendix Fig S4D), indicating an isoform‐dependent recruitment of DNMT3A to these sites. We furthermore characterized the Gene Ontology annotation of the genes neighboring DNMT3A1‐bound sites using GREAT (McLean *et al*, 2010) in order to identify whether there is a preference for a specific set of genes. This analysis revealed that DNMT3A1 sites coincide with genes involved in transcriptional regulation, including numerous DNA sequence‐specific transcription factors (Fig EV1D). This enrichment was evident only for DNMT3A1 sites, further supporting the specific association of this isoform with Polycomb‐regulated promoters of genes involved in developmental and differentiation processes.

### DNMT3A1 coincides with H3K27me3 in a cell type‐specific manner

In order to test whether DNMT3A1 binding to Polycomb CpG island shores is cell type specific, we followed the genome‐wide binding of both DNMT3A isoforms during differentiation of ES cells expressing the biotin‐tagged isoforms to homogenous populations of neuronal progenitors (NPs) (Appendix Fig S2B and C). We first contrasted DNMT3A isoform binding dynamics to changes in DNA methylation to identify their potential contribution to the reported *de novo* methylation of proximal and distal regulatory regions during neuronal differentiation (Mohn *et al*, 2008; Stadler *et al*, 2011). Therefore, we have identified genomic regions that gain DNA methylation in neuronal progenitors based on available whole‐genome bisulfite sequencing data obtained from the same cellular system (Stadler *et al*, 2011) (Appendix Fig S5A and B), and visualized cell type‐specific DNMT3A protein binding to these regions. Both DNMT3A isoforms show increased recruitment to *de novo* methylated sites in neuronal progenitors (Fig 3A and Appendix Fig S5C), suggesting that both isoforms are involved in establishment of DNA methylation during early differentiation.

**Figure 3:**
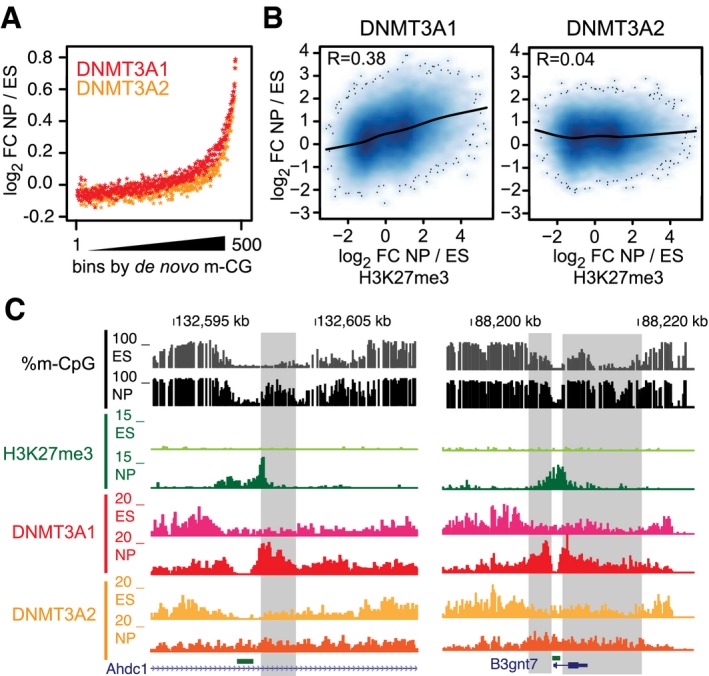
Dynamic colocalization of DNMT3A1 with H3K27me3 during neuronal differentiation Both DNMT3A isoforms dynamically localize to *de novo* methylated regions during neuronal development. Increased DNMT3A binding in neuronal progenitors (NP) is shown as log_2_‐fold difference between ES and NP cells (*y*‐axis) and is ranked based on *de novo* DNA methylation in NPs (*x*‐axis). Individual data points denote median log_2_‐fold changes calculated from 500 consecutive windows ranked by DNA methylation.Scatter plots indicate that genome‐wide dynamics in DNMT3A1 binding correlates with regions that change H3K27me3 during neuronal differentiation. Shown are log_2_‐fold changes between ES and NP ChIP‐seq signals of DNMT3A isoforms and H3K27me3 calculated at 1‐kb windows positive for H3K27me3 in ES and/or NP cells.Genome browser examples for regions that change DNMT3A1 binding and DNA methylation according to H3K27me3. Shown are read counts per 100 bp for ChIP‐seq datasets and percentage of DNA methylation per individual CpGs. Regions that show concomitant changes in DNMT3A1 and DNA methylation are highlighted in gray.

H3K27me3 is differentially localized to the genome in a cell type‐specific manner (Mikkelsen *et al*, 2007; Mohn *et al*, 2008), and we observed that binding of DNMT3A isoforms differs at sites positive for H3K27me3 in neuronal progenitors. DNMT3A1, but not DNMT3A2, follows H3K27me3 dynamics and preferentially relocates to the vicinity of H3K27me3 during differentiation (Fig 3B and C, and Appendix Fig S5D–G). This isoform‐specific recruitment was observed at sites gaining H3K27me3 and at genomic regions that have lost H3K27me3 in neuronal progenitors, including *Hox* gene clusters (Appendix Fig S5F). In addition, sites that display cell type‐specific binding of DNMT3A1 in conjunction with H3K27me3 dynamics are also frequently accompanied by changes in DNA methylation (Fig 3C and Appendix Fig S5F).

### Differential recruitment of DNMT3A1 is mediated by its variant N‐terminal region

We next wanted to explore how the genomic binding preference of DNMT3A1 is mediated toward H3K27me3 sites. First, we asked whether differential binding is caused by protein–protein interactions that are specific only to one of the two isoforms. We therefore performed co‐immunoprecipitation experiments from nuclear extracts in embryonic stem cells expressing the biotinylated DNMT3A isoforms as baits. Mass spectrometric detection of enriched proteins identified already‐reported protein interactions of DNMT3A, including DNMT3L (Hata *et al*, 2002), DNMT3B (Li *et al*, 2007), EHMT1, and EHMT2 (Chang *et al*, 2011) (Fig 4A and B, and Dataset EV3). However, this analysis did not reveal any drastic differences in protein–protein interactions between the two DNMT3A isoforms. While the PRC2 components EZH2, SUZ12, and EED could be detected in the enriched fraction (Fig 4A and B), these were similar for both isoforms, suggesting that isoform‐specific DNMT3A interactions with PRC2 members do not contribute to the observed genome‐wide binding preference.

**Figure 4:**
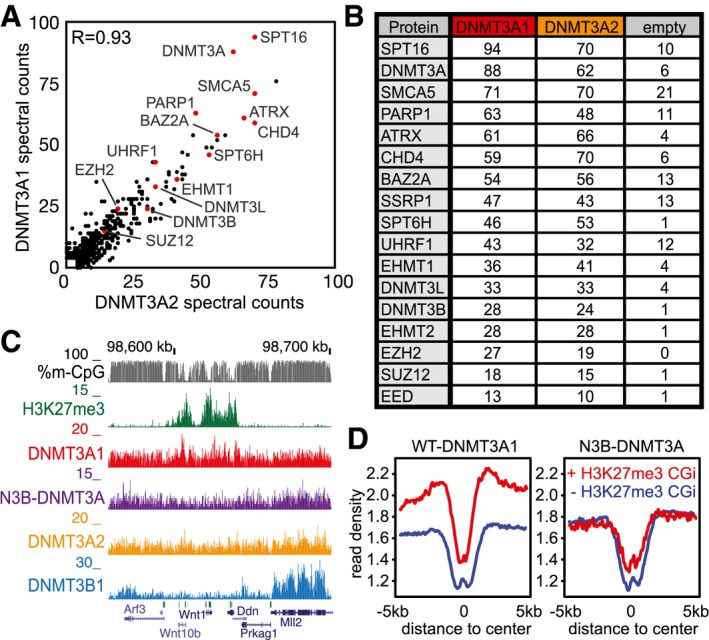
The N‐terminal part of DNMT3A1 is required for localization to H3K27me3 sites Scatter plot indicating similarities in protein–protein interactions between DNMT3A1 and DNMT3A2. Shown are the unique spectral counts per protein obtained from co‐immunoprecipitation experiments performed in cell lines expressing biotin‐tagged DNMT3A1 or DNMT3A2. The Pearson's correlation coefficient is shown. Red dots indicate proteins listed in (B).Table indicating top‐scoring proteins identified to interact with DNMT3A1 or DNMT3A2 in mouse ES cells. Shown are the results from (A) and an untagged cell line (empty) that serves as background control.Genome browser example for regions indicating reduced binding of the chimeric N3B‐DNMT3A protein to H3K27me3 sites. Shown are read counts per 100 bp for ChIP‐seq datasets and percentage of DNA methylation per individual CpGs.Average density plot around H3K27me3‐positive and H3K27me3‐negative CpG island promoters indicates reduced binding of the chimeric N3B‐DNMT3A protein to H3K27me3 sites (see Appendix Fig S6B).

Based on the previous reports, the variant N‐terminal regions of DNMT3A and DNMT3B are involved in mediating chromatin and DNA interactions (Jeong *et al*, 2009; Suetake *et al*, 2011; Baubec *et al*, 2015), we wanted to investigate the requirement of this N‐terminal region for the observed localization of DNMT3A1 to H3K27me3 sites. We therefore have generated ES cell lines expressing a chimeric version of DNMT3A1 where we have replaced the N‐terminal part with that from DNMT3B (N3B‐DNMT3A, Appendix Fig S6A). Using this cell line, we have repeated the genome‐wide binding experiments in ES cells and measured the localization of the chimeric N3B‐DNMT3A protein to CpG island promoters decorated by H3K27me3 and to genomic sites preferentially bound by the wild‐type DNMT3 proteins. We observed that replacing the N‐terminal part of DNMT3A1 reduces its preference for H3K27me3‐positive CpG island promoters and for DNMT3A1‐bound sites (Fig 4C and D, and Appendix Fig S6B and C). This indicates that the N‐terminal part is required for the observed genome‐wide binding preference of DNMT3A1 to Polycomb‐regulated CpG islands. However, addition of the DNMT3B N‐terminal end to DNMT3A did not result in increased localization of the chimeric N3B‐DNMT3A protein to gene bodies (Appendix Fig S6D).

### DNMT3A1 regulates DNA methylation at bivalent CpG islands

Previous studies have already highlighted that CpG island shores are differentially methylated in various cell types and cancers (Irizarry *et al*, 2009; Hodges *et al*, 2011). Therefore, the dynamic recruitment of DNMT3A1 to the vicinity of Polycomb‐associated CpG islands suggests a role for this isoform to demarcate the correct transition between methylated and unmethylated DNA at CpG island borders. We have utilized whole‐genome bisulfite sequencing data from mouse ES cells (Stadler *et al*, 2011) to precisely map the transition from fully methylated (FMR) to unmethylated regions (UMR) around CpG island promoters (Appendix Fig S7A–C). This allowed us to better visualize DNMT3A1 localization to H3K27me3‐positive UMRs and compare it to various other chromatin features at these sites (Appendix Fig S7D–F). This analysis revealed that 5‐hmC is predominantly enriched at borders of H3K27me3‐positive UMRs that are co‐occupied by DNMT3A1 (Fig 5A and B, and Appendix Fig S7E). Clustering analysis of UMRs based on DNMT3A1 binding further reveals co‐occurrence of DNMT3A1 with H3K27me3 and Polycomb group proteins at transcriptionally inactive genes, as well as site‐specific colocalization with 5‐hmC (Figs 5C and EV2A–D). TET1, the protein involved in oxidation of methylcytosine, is ubiquitously localized at all UMRs (Fig 5A and B).

**Figure 5:**
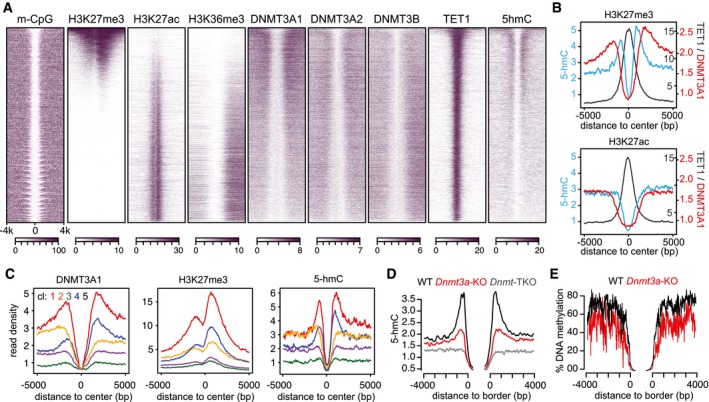
Binding of DNMT3A1 to CpG island shores is required for DNA methylation regulation and promotes 5‐hmC deposition Heat map profiles of DNMT protein binding and chromatin features around promoter‐associated unmethylated regions (UMR) oriented by gene direction and ranked by H3K27me3 show a preferential association of DNMT3A1 with H3K27me3‐decorated UMRs. Furthermore, H3K27me3‐positive UMRs are enriched for 5‐hmC signals flanking the unmethylated center.Average density profiles for top 25% of UMRs ranked by H3K27me3 indicate a localized 5‐hmC signal at borders of UMRs that is localized between DNMT3A1‐ and TET1‐binding sites (top). Top 25% of UMRs ranked by H3K27ac lack DNMT3A1 enrichment and have a more uniform 5‐hmC signal (bottom). Shown are library‐normalized read counts.Average density profiles for UMR regions clustered based on DNMT3A1 binding. Five clusters were defined by k‐means clustering that show distinct DNMT3A1 binding (d 1–5, see also Fig EV2 for more details). Clusters with highest DNMT3A1 binding are also enriched for H3K27me3 and also display elevated 5‐hmC signals at UMR borders.Average density plots centered over UMR borders identify a sharp signal in 5‐hmC at the transition from FMR to UMR states in wild‐type cells. This signal is reduced in ES cells lacking DNMT3A and is absent in the *Dnmt*‐TKO cell line.DNA methylation is reduced around bivalent CpG islands in DNMT3A‐KO ES cells. Shown is the average DNA methylation measured by RRBS around UMR borders.

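Around the borders of unmethylated blocks, mean methylation over CpGs in the Dnmt3a KO library lay under that in the wild-type library in each interval of distance outside the blocks. With methylated reads divided by all reads, the same held up to 50000 bp, but more than 50000 bp from blocks Dnmt3a KO was higher by 3.21 percentage points. Without the 1% of CpGs with the highest coverage, this difference was -5.00 percentage points. Both of these alternatives were chosen after seeing the data. At 0 to 250 bp from the border, the mean over 2012 shared CpGs was 21.2% in wild type and 7.51% in Dnmt3a KO. A block ends at a wild-type CpG of at least 20% or at a gap over 1000 bp, and ends of the former kind select high wild-type values next to the border. With blocks taken from a random part of the wild-type reads and methylation measured on the remaining reads, also chosen after seeing the data, the difference in this interval was -11.9 percentage points in place of -13.7. At 500 to 1000 bp, the mean over 529 CpGs was 44.2% in wild type and 23.1% in Dnmt3a KO. At 1000 to 2000 bp, the mean over 2919 CpGs was 16.1% in wild type and 9.66% in Dnmt3a KO. At 2000 to 4000 bp, the mean over 3600 CpGs was 26.6% in wild type and 17.7% in Dnmt3a KO. The difference was -6.49 percentage points at 1000 to 2000 bp and -8.89 at 2000 to 4000 bp. These values over all shared CpGs do not settle how the loss depends on distance. Borders that end at a gap have no shared CpG within 1000 bp, so nearer and farther intervals hold different kinds of border. The wild-type mean, which bounds the difference, was also lower at 1000 to 2000 bp than at 500 to 1000 bp. Between 10000 and 50000 bp from blocks, the mean over 40455 CpGs was 25.8% in wild type and 18.0% in Dnmt3a KO. Inside the blocks, the mean was 0.497% in wild type and 0.213% in Dnmt3a KO. Restricted to CpGs with at least 80% in wild type, the difference was -22.8 percentage points at 500 to 1000 bp (40 CpGs, 95% interval -25.4 to -20.3), -16.9 percentage points at 2000 to 4000 bp (457 CpGs, -17.7 to -16.0) and -13.9 percentage points more than 50000 bp away (9977 CpGs, -14.1 to -13.7). Each genotype has 1 library, so these intervals hold no variation between cultures.

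**Figure D1:**
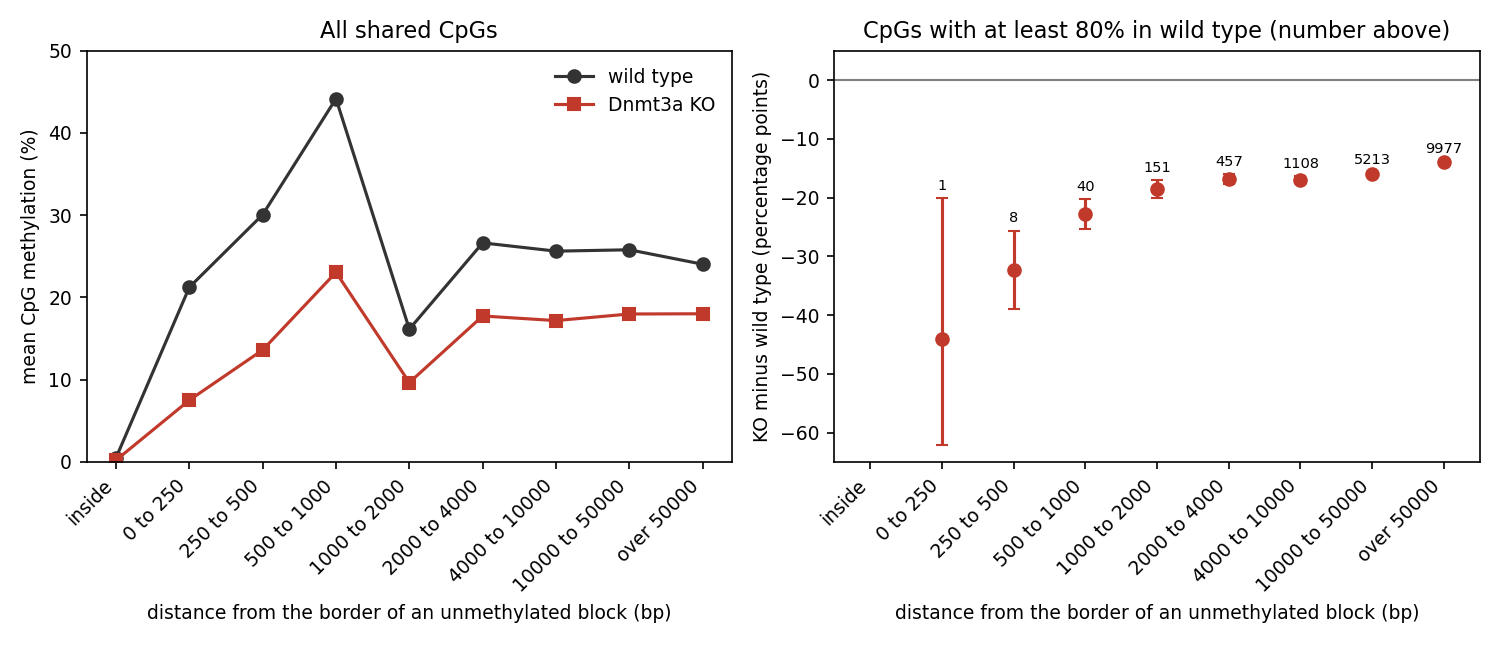
Left, mean methylation (%) of all shared CpGs by distance (bp) from the border of an unmethylated block, with wild type as circles and Dnmt3a KO as squares. Right, difference in percentage points at CpGs with at least 80% in wild type, with 95% Newcombe intervals and the number of CpGs above each point; it goes from -22.8 at 500 to 1000 bp to -13.9 beyond 50000 bp, and the closest interval holds 1 CpG.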

**Figure EV2:**
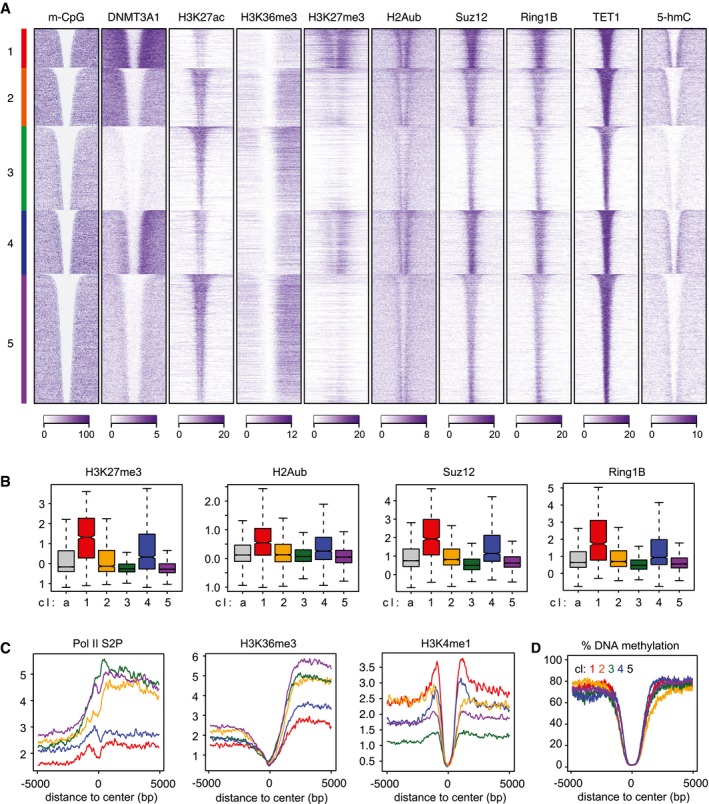
Preferential DNMT3A1 binding to CpG island shores coincides with elevated Polycomb activity and TET‐mediated oxidation Heat map profiles for all promoter‐associated UMRs clustered by DNMT3A1 binding and ranked by size. Shown are DNMT3A1 and various chromatin features clustered and ordered according to DNMT3A1 binding into five clusters. Note that clusters 1 and 4 contain the highest enrichment for DNMT3A1, whereas DNMT3A1 binding in cluster 2 is moderate and occurs upstream of the UMR.Box plots indicating enrichment of Polycomb marks and proteins within UMRs at clusters preferentially bound by DNMT3A1. Shown are log_2_‐enrichments over input. Boxes denote the inter‐quartile range (IQR) and whiskers 1.5 × IQR. Notches display the confidence interval around the median.Average density plots indicate elevated transcriptional activity at clusters 2, 3, and 5. Shown are binding profiles for RNA polymerase II phosphorylated on serine 2 and H3K36me3 as markers of transcriptional activity. In addition, H3K4me1 that scales similarly to 5‐hmC at DNMT3A1‐enriched clusters is shown (compare to Fig 5C).Average density plots for DNA methylation in wild‐type cells measured by WGBS around UMRs clustered based on DNMT3A1 binding.

The increased abundance of 5‐hmC at Polycomb‐regulated CpG islands coincides with preferential recruitment of DNMT3A1 to CpG island shores and suggests an involvement of DNMT3A1 in *de novo* DNA methylation at these sites. In order to directly test the requirement of DNMT3A, we have knocked out the *Dnmt3a* gene by using CRISPR/Cas9 (Appendix Fig S8A) and measured 5‐hmC levels in these cell lines. This revealed a strong reduction in the 5‐hmC signal at the borders of bivalent UMRs in the absence of DNMT3A (Fig 5D and Appendix Fig S8B and C), indicating that DNMT3A generates the substrate for TET‐mediated oxidation at CpG island shores. To follow up on this potential role, we have measured DNA methylation at these sites using reduced‐representation bisulfite sequencing (RRBS) in wild‐type and *Dnmt3a* KO ES cells. 

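RRBS libraries of wild-type, Dnmt3a KO and Dnmt TKO ES cells were analysed, with 1 library per genotype, so differences between genotypes have no replicate check. ES cells are pluripotent cells of the early mouse embryo, and RRBS sequences bisulfite-treated ends of MspI fragments, which enriches for CpG-rich DNA. The authors aligned the reads to mm9 with QuasR and deposited, for each CpG, the number of reads and the number of methylated reads. The wild-type library lists 1035670 CpGs with a median of 29 reads, the Dnmt3a KO library 918295 CpGs with a median of 17 reads and the Dnmt TKO library 558703 CpGs with a median of 12 reads. Summed over CpGs, this amounts to 47688375, 21602895 and 9308942 CpG reads. Every listed CpG had at least 10 reads, and every listed position on the autosomes, X and Y was a CG in the mm9 sequence. CpGs covered more than 20 times were used, which left 651459 CpGs in wild type, 349400 in Dnmt3a KO and 45455 in Dnmt TKO. Wild type and Dnmt3a KO shared 327114 of these CpGs. Their mean methylation was 10.3% in wild type and 7.29% in Dnmt3a KO, a difference of -3.04 percentage points (95% interval -3.05 to -3.02). With methylated reads divided by all reads in place of the mean over CpGs, the difference was -0.203 percentage points. Intervals of differences are Newcombe intervals of the pooled reads placed around the mean over CpGs. Intervals cover at most counting error and can be too narrow even for that. They count PCR copies, and CpGs on the same read, as independent. The UMR list and the H3K27me3 data of the paper were not used here. In their place, unmethylated blocks were defined as at least 5 consecutive shared CpGs under 20% methylation in wild type, without a gap over 1000 bp and at least 300 bp long. This gave 5765 blocks with a median length of 626 bp, of which 4639 had the start of a protein-coding gene within 1000 bp. Flanks are the 4000 bp on either side of a block.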

Analysis of DNA methylation at the UMR flanks reveals that absence of DNMT3A leads to a reduction in DNA methylation at H3K27me3‐positive UMRs (Fig 5E and Appendix Fig S8D and E).

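Within the flanks of the unmethylated blocks, mean methylation of 9523 shared CpGs was 23.4% in wild type and 13.2% in Dnmt3a KO, a difference of -10.2 percentage points (95% interval -10.4 to -10.1). At the 657 flank CpGs with at least 80% methylation in wild type, the mean was 85.7% in wild type and 67.9% in Dnmt3a KO, a difference of -17.8 percentage points (95% interval -18.6 to -17.1). The median coverage of these CpGs was 67 reads in wild type and 27 reads in Dnmt3a KO. At the 15223 CpGs with at least 80% in wild type that lie more than 10000 bp from every block, the mean was 86.5% in wild type and 71.8% in Dnmt3a KO, a difference of -14.6 percentage points (95% interval -14.8 to -14.5). Selecting CpGs in wild type lowers the difference by itself: over all shared CpGs with at least 80%, libraries simulated without any difference gave -2.34 percentage points. When CpGs were selected on a random part of the wild-type reads and measured on the remaining reads, the difference was -15.9 percentage points in the flanks and -13.3 percentage points far from blocks. When CpGs with at least 80% in Dnmt3a KO were selected instead, the difference was 0.0796 percentage points in the flanks and 0.789 percentage points far from blocks. Over all shared CpGs, this selection gave 4.53 percentage points in libraries simulated without any difference. The bounds of the regions drawn in the paper were read by eye from its figures and are approximate. Of the 6 regions that the paper draws with H3K27me3 in ES cells, only the region from Des to Obsl1 on chromosome 1 (mm9) had shared CpGs with at least 80% in wild type. Its 17 such CpGs lie between positions 75381520 and 75473247. Only those from 75471874 on are within 4000 bp of a block, so most of the 17 are not flank CpGs. Together they had a mean of 85.0% in wild type and 65.7% in Dnmt3a KO, a difference of -19.3 percentage points (95% interval -23.7 to -15.0). This value lies at percentile 26.9 of 10000 random sets of windows with a block and a similar number of methylated CpGs, of which the central 95% lie between -31.4 and -4.17 percentage points. With CpGs of at least 50% in wild type, the mean over the regions with such CpGs was -34.9 percentage points, at percentile 5.74 of random sets. This mean rests in part on a single CpG of the Hoxd cluster, which differed by -47.2 percentage points, while the 65 CpGs of the region from Des to Obsl1 differed by -22.5. Of the 4 regions drawn without H3K27me3, those of Arf3 and of Prkag1 to Mll2 had 7 methylated CpGs together, and the mean over both regions was -11.0 percentage points (95% interval -23.0 to -0.985), at percentile 77.1 of random sets. These regions hold no unmethylated block, although each random window does. The intervals of both groups of regions overlap. With CpGs of at least 50% in wild type, the regions without H3K27me3 gave -12.3 percentage points over 20 CpGs of 3 regions, at percentile 88.6. With all shared CpGs, the difference was -2.22 percentage points in the regions with H3K27me3, at percentile 46.3 of random sets, and -4.30 in those without, at percentile 4.33. These values for all CpGs do not compare the groups, because they are bounded by the wild-type level. Of the 6 regions with H3K27me3, 5 had a wild-type mean of at most 3.40%. Among those without, the regions of Arf3 and of Prkag1 to Mll2 had 70.7% and 45.8%, but those of Ahdc1 and B3gnt7 had 4.68% and 1.10%. When CpGs were selected in Dnmt3a KO, the regions without H3K27me3 were higher in Dnmt3a KO by 10.4 percentage points over 4 CpGs. After finding less 5-hmC at the borders of bivalent UMRs without DNMT3A (Fig 5D), the paper turned to DNA methylation at the UMR flanks. From that measurement (Fig 5E and Appendix Fig S8D and E), the paper concludes that the absence of DNMT3A reduces DNA methylation at H3K27me3-positive UMRs.

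**Figure D2:**
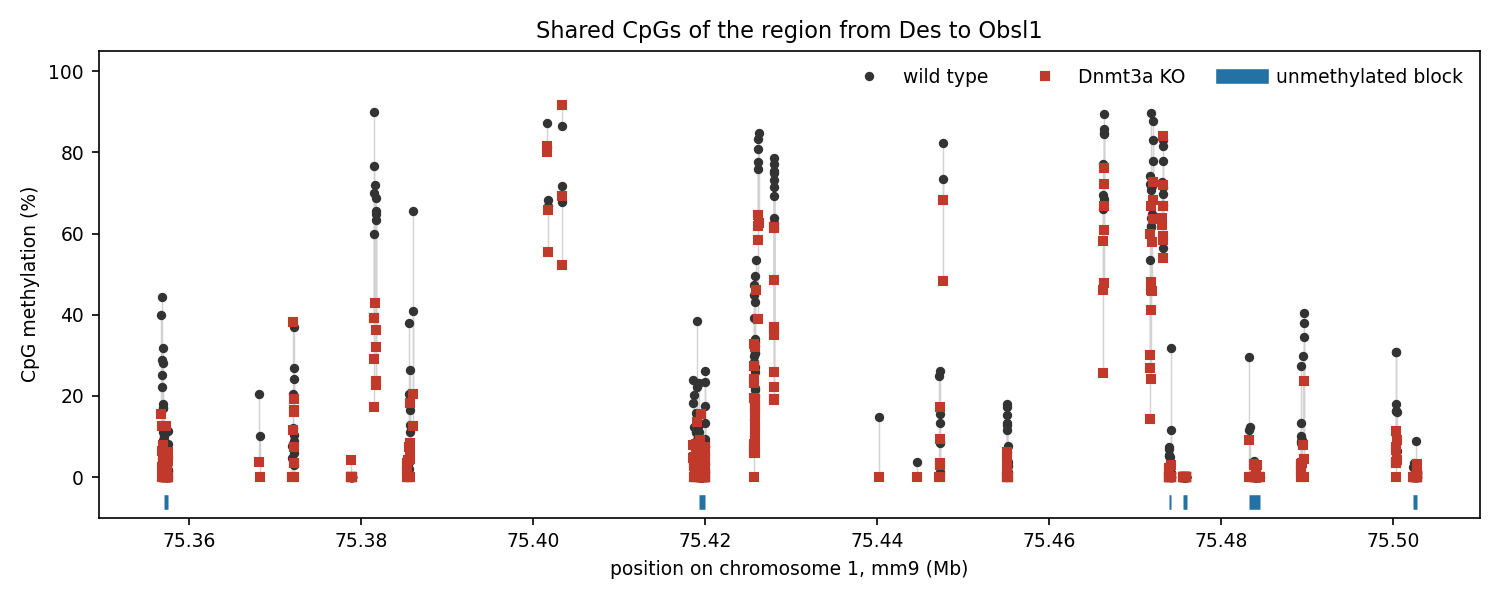
Methylation (%) of the 417 shared CpGs in the region from Des to Obsl1 against position on chromosome 1 (mm9), with wild type as circles and Dnmt3a KO as squares, a grey line joining both values of a CpG, and bars for the 6 unmethylated blocks. Over all 417 CpGs the mean was 18.3% in wild type and 10.5% in Dnmt3a KO, and 31 CpGs were called lower by Fisher's exact test between both libraries.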

However, these experiments were performed in a cell line where both DNMT3A isoforms have been deleted (Appendix Fig S8A). Consequently, it did not allow us to directly address isoform‐specific DNA methylation, and furthermore, we cannot exclude that the remaining DNMT3B and DNMT1 proteins could partially compensate for the loss of DNMT3A at these sites. 

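At the 16988 shared CpGs with at least 80% in wild type, the mean was 86.4% in wild type and 71.5% in Dnmt3a KO, a loss of 17.3% of the wild-type methylation. At the 29962 shared CpGs with 20 to 80% in wild type, the mean was 55.6% in wild type and 35.4% in Dnmt3a KO, a loss of 36.3%. The median coverage of the former was 65.5 reads in wild type and 26 reads in Dnmt3a KO, and of the latter 64 and 28 reads.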

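In the RRBS library of Dnmt TKO ES cells, the mean methylation of 45455 CpGs covered more than 20 times was 0.0638%. Of the 2760093 reads at these CpGs, 2612 were methylated, which is 0.0946% (Wilson 95% interval 0.0911 to 0.0983%), and 97.8% of the CpGs had no methylated read. The smallest share that this depth can show, at 3 reads, is 0.000109%. In wild type, the mean over 651459 CpGs was 22.8%, and in Dnmt3a KO, the mean over 349400 CpGs was 7.50%. Because each library covers other CpGs, the means were also taken over the 40785 CpGs covered more than 20 times in all 3 libraries, where they were 8.58% in wild type, 6.17% in Dnmt3a KO and 0.0559% in Dnmt TKO. Of the Dnmt TKO CpGs covered more than 20 times, 3 had at least 20% methylation. At the 17686 CpGs with at least 80% in wild type that were covered more than 10 times in Dnmt TKO, 861 of 266037 Dnmt TKO reads were methylated, which is 0.324% (Wilson 95% interval 0.303 to 0.346%).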

To directly test whether DNMT3A1 is indeed the main isoform responsible for setting DNA methylation at these sites, we have introduced DNMT3A1 into *Dnmt*‐TKO cell lines that lack DNA methylation and 5‐hmC, and performed whole‐genome bisulfite sequencing (Appendix Fig S9A and B). In this situation, *de novo* methylation is only guided by DNMT3A1 binding preference, and in the absence of maintenance activity, DNA methylation should be only detected at sites preferentially targeted by DNMT3A1. Indeed, we observe that DNMT3A1‐enriched regions are preferentially methylated compared to sites bound by DNMT3A2 or DNMT3B (Fig 6A), supporting that *de novo* methylation by DNMT3A1 is largely regulated by its targeting preference. Despite the increased methylation at sites directly bound by DNMT3A1, we again noticed that the methylation signal is reduced upstream and downstream of the DNMT3A1‐binding sites due to the presence of neighboring CpG islands (Fig 6A), reminiscent of our observations obtained in wild‐type cells (Fig 2D). Since DNMT3A1 is enriched at bivalent CpG island shores, we have directly analyzed the *de novo* DNA methylation rate at these sites. Density profiles surrounding H3K27me3‐positive UMRs revealed an increased preference of *de novo* methylation in TKO cells expressing DNMT3A1 (Fig 6B and Appendix Fig S9C–E). This preference was not observed upon expression of the shorter DNMT3A2 variant in the *Dnmt*‐TKO background (Fig 6B and Appendix Fig S9C–E), indicating that DNMT3A1 is the main isoform involved in regulating DNA methylation at bivalent CpG islands.

**Figure 6:**
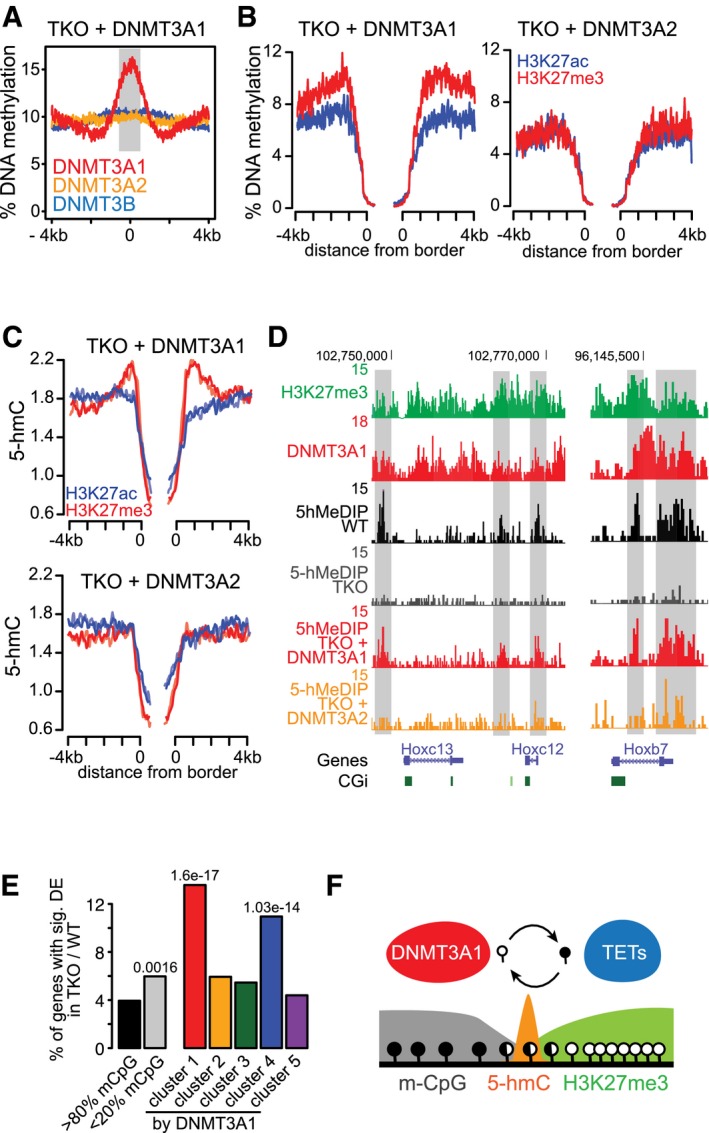
*De novo* DNA methylation activity of DNMT3A1 is directed to bivalent CpG island shores AAnalysis of *de novo* DNA methylation in *Dnmt*‐TKO cells re‐expressing DNMT3A1 shows preferential DNA methylation activity at DNMT3A1‐binding sites. Exclusive binding sites from DNMT3A1, DNMT3A2, and DNMT3B are shown in red, orange, and blue, respectively.BExpression of DNMT3A1, but not DNMT3A2, in *Dnmt*‐TKO cells results in preferential *de novo* DNA methylation around bivalent CpG islands. Density plots show average methyl‐CpG percent calculated from WGBS data around UMRs binned based on H3K27me3 or H3K27ac enrichment (top 25% ranked UMRs).C, DRe‐expression of DNMT3A1 but not DNMT3A2 results in 5‐hmC accumulation at bivalent CpG island shores. (C) Average density plots indicating 5‐hmC read counts at UMR borders separated by H3K27me3 or H3K27ac from two independent replicates. (D) Representative genome browser views.EPercentage of genes with significant increase in gene expression in *Dnmt*‐TKO over wild‐type cells (FDR < 0.001 & log_2_‐FC > 0.5) according to their promoter classification. Promoters with more than 80% DNA methylation in wild‐type cells (black); promoters with < 20% DNA methylation in wild‐type cells (gray); or unmethylated CpG island promoters falling into one of five clusters based on DNMT3A1 binding (see Figs 5C and EV2A). *P*‐values calculated based on hypergeometric tests are shown only for fractions with *P*‐value < 0.05.FDNMT3A1 is preferentially recruited to the shores of bivalent CpG islands to maintain DNA methylation in the presence of TET‐mediated oxidation of methyl‐cytosines to 5‐hmC.

### DNMT3A1 recruitment promotes increased m‐CpG turnover around H3K27me3 sites

To test whether the DNMT3A isoform‐specific *de novo* methylation of cytosines is further oxidized by the TET enzymes, we have measured 5‐hmC in the TKO cells expressing individual DNMT3A isoforms. These experiments revealed that re‐expression of DNMT3A1, but not DNMT3A2, leads to an increased 5‐hmC production around bivalent CpG islands (Fig 6C and D, and Appendix Fig S9F), demonstrating that the enzymatic activity of the DNMT3A1 isoform is providing the substrate for TET‐mediated oxidation of methylated cytosines at these sites. 5‐hmC is further processed by the TET enzymes to 5‐formyl‐ and 5‐carboxyl‐methylcytosine (5‐fC and 5‐caC, respectively)—intermediates that are rapidly removed by the DNA repair enzyme TDG (Ito *et al*, 2011; He *et al*, 2011). Previous studies have indicated an accumulation of 5‐fC and 5‐caC at enhancers and H3K27me3‐decorated promoters after knock‐out or knock‐down of TDG, revealing that DNA methylation turnover is actively occurring at these regulatory elements (Shen *et al*, 2013; Song *et al*, 2013). By re‐analyzing these datasets, we observed an increase in 5‐fC and 5‐caC signals at DNMT3A1‐enriched sites in the absence of TDG (Appendix Fig S10A and B), further supporting that binding of DNMT3A1 primarily occurs at sites with elevated turnover of cytosine methylation.

We have further investigated whether isoform‐specific contribution of DNMT3A to DNA methylation turnover also occurs outside of Polycomb CpG island promoters. Toward this, we calculated the genome‐wide differences in *de novo* DNA methylation activity and 5‐hmC accumulation between TKO cells expressing DNMT3A1 or DNMT3A2, and compared these with chromatin features (Appendix Fig S10C). In general, we did not observe additional isoform‐specific preferences toward other genomic features besides H3K27me3‐decorated sites. In addition, enhancers that have been reported to display elevated DNA methylation turnover (Stroud *et al*, 2011; Feldmann *et al*, 2013) do not show any isoform‐specific differences in *de novo* DNA methylation or 5‐hmC accumulation (Appendix Fig S10D).

The site‐specific recruitment of DNMT3A1 to Polycomb CpG island shores could have implications for H3K27me3 deposition at CpG island promoters. In the absence of DNA methylation, H3K27me3 has been reported to spread into neighboring regions, resulting in depletion of H3K27me3 from CpG island centers and influencing activity of Polycomb‐regulated genes (Fouse *et al*, 2008; Lynch *et al*, 2011; Brinkman *et al*, 2012; Marks *et al*, 2012; Reddington *et al*, 2013; King *et al*, 2016). By reinvestigating published datasets generated in *Dnmt*‐TKO and *Dnmt3a/3b*‐DKO cells (King *et al*, 2016), we indeed observe that the CpG island promoters associated with enriched DNMT3A1 binding display the strongest reduction in H3K27me3 (Fig EV3A–C). And, as previously reported, by re‐expressing DNMT3A1 in *Dnmt3a/3b*‐DKO cells, H3K27me3 distribution at these promoters is more effectively restored than by DNMT3A2 or DNMT3B (King *et al*, 2016) (Fig EV3B and C). In addition to the H3K27me3 dynamics, we further detect increased DNaseI hypersensitivity and H3K27 acetylation in the absence of DNA methylation in *Dnmt*‐TKO cells at the same DNMT3A1‐bound and unmethylated CpG island promoters (Fig EV3D and E), coinciding with frequent deregulation of the associated genes (Fig 6E).

**Figure EV3:**
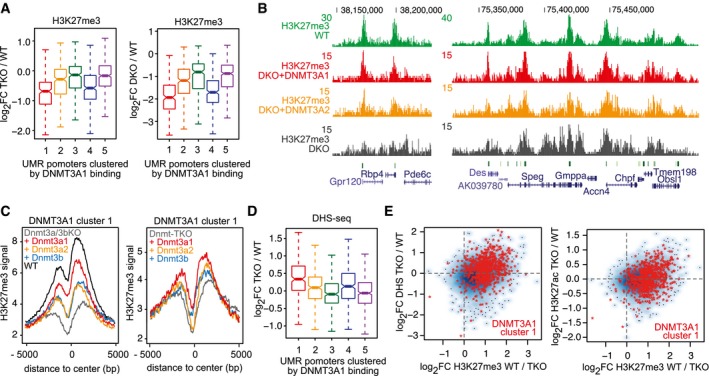
Polycomb‐regulated CpG island promoters bound by DNMT3A1 are frequently deregulated in the absence of DNA methylation Box plots showing reduction in H3K27me3 in *Dnmt*‐TKO and *Dnmt3a*/*Dnmt3b*‐DKO cells at UMR promoters clustered based on DNMT3A1 enrichments (clustering based on Fig EV2A). Boxes denote the IQR and whiskers 1.5 × IQR. Notches display the confidence interval around the median.H3K27me3 reduction and spreading in *Dnmt3a*/*3b*‐DKO cells is partially re‐established upon re‐expression of DNMT3A1. Genome browser examples for regions with dynamic H3K27me3 in *Dnmt*‐TKO cells and *Dnmt*‐DKO cells expressing DNMT3A1 or DNMT3A2. Shown are read counts per 100 bp.Average density plots showing library‐normalized H3K27me3 ChIP‐seq reads around UMR promoters bound by DNMT3A1 (cluster 1 from Fig EV2A) in *Dnmt*‐TKO cells and *Dnmt*‐TKO cells expressing individual *de novo* DNMTs.Box plot showing increased DNaseI hypersensitivity (DHS) signals in *Dnmt*‐TKO cells at UMR promoters enriched by DNMT3A1 (same clusters as in Fig EV2A). Boxes denote the IQR and whiskers 1.5 × IQR. Notches display the confidence interval around the median.Scatter plots showing correlated increase in DHS or H3K27ac with loss of H3K27me3 at UMR promoters in *Dnmt*‐TKO cells, suggesting that reduction in H3K27me3 leads to increased promoter accessibility and activity. Red dots denote the UMR promoters within cluster 1 bound by DNMT3A1.Data information: Datasets used in (A–C) were obtained from King *et al* (2016). Datasets used in (D and E) were obtained from Domcke *et al* (2015).

## Discussion

The *de novo* DNA methyltransferases DNMT3A and DNMT3B play an important role in mediating site‐specific DNA methylation and are required to counteract active and passive removal of DNA methylation (Jackson *et al*, 2004; Goll & Bestor, 2005; Baubec *et al*, 2015; Ambrosi *et al*, 2017). However, the individual or overlapping roles of these enzymes in DNA methylation regulation are still not fully understood. In part, this is due to the presence of various isoforms and their differential expression, which inherently complicates their analysis. In this study, we have identified the preferential localization and activity of DNMT3A to H3K27me3‐positive CpG islands in ES and neuronal progenitor cells. DNMT3A binding does not completely overlap with the H3K27me3 signal over the CpG island, but is restricted to its shores—the methylated regions outside of the island (Irizarry *et al*, 2009). This localization is in line with repulsion of the *de novo* methyltransferases by H3K4me3 and depletion of DNA methylation from the center of CpG islands (Otani *et al*, 2009), as well as with the reported role of the Polycomb‐associated protein KDM2B in protecting bivalent islands from DNA methylation (Boulard *et al*, 2015). Importantly, this binding is mainly observed for the larger isoform DNMT3A1, whereas the shorter version, DNMT3A2, displays a more global binding and activity throughout the genome.

We show that DNMT3A1 dynamically localizes to H3K27me3 during cellular differentiation, suggesting a recruitment mechanism that is associated with H3K27me3 deposition. If and to what extent H3K27me3 is directly involved in the recruitment of DNMT3A1 remains to be understood. Previous studies have reported interactions between PRC2 complex members and DNMTs (Viré *et al*, 2005; Neri *et al*, 2013), and we observe similar interactions in our own study. However, deletions of key PRC1 or PRC2 components did not lead to changes in DNA methylation (Hagarman *et al*, 2013; Boulard *et al*, 2015) and we do not detect differential interactions of the DNMT3A isoforms with PRC2 component members, arguing against a role of PRC members in recruiting DNMT3A1 through protein–protein interactions. This suggests that the observed localization could also be facilitated by unknown chromatin or DNA features coinciding with Polycomb‐regulated elements. Alternatively, repulsion of DNMT3A1 could be more efficient around non‐bivalent CpG islands, either through increased presence of H3K4me3 or through transcriptional activity. By engineering a chimeric DNMT3A protein that contains the N‐terminal part of DNMT3B, we show that the preferential localization of DNMT3A1 to H3K27me3 is reduced, suggesting a requirement of the DNMT3A1 N‐terminal part in specifying this localization, in line with previous studies reporting DNA binding activity of this domain *in vitro* (Suetake *et al*, 2011). Nevertheless, this N‐terminal domain replacement does not increase the affinity of DNMT3A to H3K36me3, and we do not observe any H3K36me3‐dependent localization for both DNMT3A isoforms *in vivo—*despite the presence of a PWWP domain that binds H3K36me3 *in vitro* (Dhayalan *et al*, 2010). Further studies should bring insight into the mechanisms that lead to paralog‐ and isoform‐specific genomic targeting preferences of the *de novo* DNA methyltransferases to H3K27me3 and H3K36me3 sites.

We further observe that DNMT3A1 localization to the shores of Polycomb‐regulated CpG islands coincides with elevated 5‐hmC deposition. Local enrichment of 5‐hmC is indicative of an enhanced turnover of methylated cytosines by the activities of TET and DNMT enzymes at regulatory elements (Wu *et al*, 2011a; Pastor *et al*, 2011; Williams *et al*, 2011; Kohli & Zhang, 2013; Feldmann *et al*, 2013; Neri *et al*, 2015). Here, we report that the production of 5‐hmC at H3K27me3‐positive CpG islands is a consequence of DNMT3A1 recruitment to the CpG island shores. 

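Fisher's exact test on the methylated and unmethylated reads of each of the 327114 shared CpGs (two-sided, Benjamini-Hochberg adjusted q under 0.05 and at least 20 percentage points) found 8005 CpGs lower and 174 CpGs higher in the Dnmt3a KO library. The test compares these libraries, not the genotypes. Libraries simulated at the same depth without any difference gave 0 calls in either direction. Their reads were drawn independently, so this covers sampling of reads but not PCR copies or differences between cultures. With 20 reads drawn from each library at each CpG, 455 CpGs were lower and 19 higher. Inside unmethylated blocks no CpG can be called lower, because all are under 20% in wild type and a call needs a fall of at least 20 percentage points. Of the lower CpGs, 911 lay in flanks of blocks, 774 between 4000 and 10000 bp away and 6320 more than 10000 bp away. Among CpGs with at least 50% in wild type, 27.1% were lower in the flanks, 20.7% between 4000 and 10000 bp and 16.4% more than 10000 bp away. In the flanks of blocks with a gene start within 1000 bp, the mean of 5360 CpGs was 26.8% in wild type and 15.8% in Dnmt3a KO, a difference of -11.0 percentage points (95% interval -11.2 to -10.8). At the 474 CpGs there with at least 80% in wild type, the difference was -16.5 percentage points (95% interval -17.3 to -15.6). It was -17.8 at the 657 such CpGs of all flanks, which include these 474. In these libraries, flanks near gene starts thus lost less at methylated CpGs than the other flanks. Of the 326 flanks with at least 10 shared CpGs, 282 had a lower mean in Dnmt3a KO and 17 a higher mean, and 111 were lower by at least 10 percentage points while 0 were higher by as much. The largest decrease was at a block on chromosome 4 (151505358 to 151506325, mm9), whose left flank lies over Espn: its 10 CpGs from 151502382 to 151503705 went from 76.7% to 30.7%, with a 95% interval of -52.0 to -39.4 percentage points for the difference. At a block over the start of Acd on chromosome 8 (108224578 to 108225652), 15 CpGs of the right flank went from 60.3% to 19.8% (95% interval -45.0 to -35.7). At a block over the start of Irs2 on chromosome 8 (11006990 to 11009318), 16 CpGs of the left flank went from 60.1% to 24.2% (95% interval -40.6 to -30.9). The largest increases were small. A flank on an unplaced sequence of chromosome 9 rose by 2.92 percentage points (13 CpGs, 95% interval 1.10 to 5.31), and flanks over Pax7 and Otx1 rose by 0.670 and 0.400 percentage points, with intervals that include 0.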

Loss of DNMT3A results in reduction in 5‐hmC and subsequently erosion of methylated cytosines around CpG islands, establishing DNMT3A as a regulator of DNA methylation around these sites. This activity is in line with previous observations made in hematopoietic stem cells (HSC), where loss of DNMT3A resulted in expansion of large UMR, termed “canyons” (Jeong *et al*, 2014)—highlighting that the delicate balance between DNMT3A and TET activities is required to shape the methylome in multiple tissues and cell types. By expressing individual DNMT3A isoforms in *Dnmt*‐TKO cells lacking DNA methylation and 5‐hmC, we furthermore confirm that recruitment of the DNMT3A1 isoform is sufficient for preferential re‐setting of DNA methylation at Polycomb CpG island shores. This enhanced *de novo* methylation activity around Polycomb CpG islands is, however, not observed for DNMT3A2, which acts as a global methylator—further suggesting a specialization of the DNMT3A1 isoform. Moreover, re‐setting of DNA methylation by DNMT3A1 results in 5‐hmC accumulation, substantiating that recruitment of DNMT3A1 is required for DNA methylation homeostasis at CpG island shores (Fig 6F).

It is well established that DNA methylation plays an important role in restricting H3K27me3 to unmethylated CpG islands. This is evident from preferential localization of H3K27me3 to endogenous and ectopic unmethylated CpG‐rich regions (Tanay *et al*, 2007; Mikkelsen *et al*, 2007; Mohn *et al*, 2008; Mendenhall *et al*, 2010; Jermann *et al*, 2014; Wachter *et al*, 2014), the identification of PRC complex members that preferentially bind unmethylated CpGs and GC‐rich sequences (Farcas *et al*, 2012; Wu *et al*, 2013; Li *et al*, 2017), and numerous studies that reported spreading of H3K27me3 in the absence of DNA methylation (Lynch *et al*, 2011; Brinkman *et al*, 2012; Marks *et al*, 2012; Reddington *et al*, 2013; Jermann *et al*, 2014; King *et al*, 2016). We suggest that the balance between DNMT3A1 and TET activity is required to fine‐tune the distribution of methylated and unmethylated CpGs and for restricting Polycomb domain boundaries to the promoters of developmentally regulated genes. This is supported by the increased re‐setting of H3K27me3 in *Dnmt3a/3b*‐DKO reconstituted with DNMT3A1 (King *et al*, 2016).

This supports the notion that DNA methylation can indirectly influence gene activity through instructing H3K27me3 deposition and that deregulation of this crosstalk could lead to disturbed execution of gene expression programs. Supporting evidence comes from increased deregulation of Polycomb‐target genes in the absence of DNA methylation (Fouse *et al*, 2008; Wu *et al*, 2010; King *et al*, 2016), while in TET‐knock‐out ES cells, increased DNA methylation at Polycomb CpG islands results in derepression of the associated genes (Wu *et al*, 2011b; Lu *et al*, 2014; Kong *et al*, 2016). Furthermore, the crosstalk between DNA methylation and H3K27me3 is frequently disturbed in cancers. Several Polycomb‐regulated promoters become hypermethylated during cancer progression, potentially resulting in a more stable, long‐term repression by DNA methylation (Schlesinger *et al*, 2006; Widschwendter *et al*, 2006; Gal‐Yam *et al*, 2008). And in leukemias, loss of DNMT3A activity is associated with hypomethylation around CpG islands and deregulation of *Hox* genes (Yan *et al*, 2011; Qu *et al*, 2014; Spencer *et al*, 2017). Our study identifies an isoform‐specific function of DNMT3A at Polycomb sites that offer novel insights into the mechanisms underlying these epigenetic dynamics and provide potential targets for future therapies.

## Materials and Methods

### Cell culture and neuronal differentiation

Mouse embryonic stem cells were cultured on 0.2% gelatine‐coated dishes in DMEM (Invitrogen) supplemented with 15% fetal calf serum (Invitrogen), 1× non‐essential amino acids (Invitrogen), 1 mM l‐glutamine, leukemia inhibitory factor, and 0.001% β‐mercaptoethanol. Differentiation was performed as previously described (Bibel *et al*, 2007). 4 × 10^6^ mES cells were cultivated in non‐adherent bacterial dishes for 4 days for the formation of cellular aggregates in DMEM supplemented with 10% fetal calf serum (Invitrogen), 1× non‐essential amino acids (Invitrogen), 1 mM l‐glutamine, and 0.001% β‐mercaptoethanol. Cellular aggregates were further cultivated in the same medium supplemented with 5 μM retinoic acid for additional 4 days.

### Cell line generation

cDNA encoding DNMT3A1 was amplified from ESC mRNA extracts and cloned into pL1‐CAGGS‐bio‐MCS‐polyA‐1L or pCAGGS‐bio‐MCS‐IRES‐BlasticidinR‐polyA. Detailed cloning strategies and constructs are available upon request. Biotin‐tagged DNMT3A1 cell lines were obtained by recombinase‐mediated cassette exchange (RMCE) or by random integration as previously described (Baubec *et al*, 2013). *Dnmt3a*‐KO cell lines were generated by transfecting px330 (Cong *et al*, 2013) with two guides targeting exon seven. Guide 1: CTCATACTCAGGCTCATCGT and guide 2: GTCGGAGAAGCAGGGTCCGT.

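Both guides match the mm9 sequence within Dnmt3a, which GENCODE vM1 places on the plus strand of chromosome 12 from 3806007 to 3914443. Guide 1 matches the minus strand from 3895739 to 3895758, next to the PAM CGG, and guide 2 matches the minus strand from 3895654 to 3895673, next to the PAM GGG. Both sites lie in coding sequence of exon 7 of the transcript Dnmt3a-001, which extends from 3895543 to 3895758. The same exon is exon 7 of Dnmt3a-006 and exon 2 of Dnmt3a-005 and Dnmt3a-201. The expected cuts of both guides, 3 bases from each PAM, are 85 bases apart. The plus strand around the site of guide 1, from 3895709 to 3895788, reads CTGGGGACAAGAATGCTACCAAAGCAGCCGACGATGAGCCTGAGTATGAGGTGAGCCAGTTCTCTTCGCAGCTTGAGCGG, and around the site of guide 2, from 3895624 to 3895703, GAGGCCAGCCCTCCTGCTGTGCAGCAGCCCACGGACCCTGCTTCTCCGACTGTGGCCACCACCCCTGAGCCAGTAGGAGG.

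**Figure D3:**
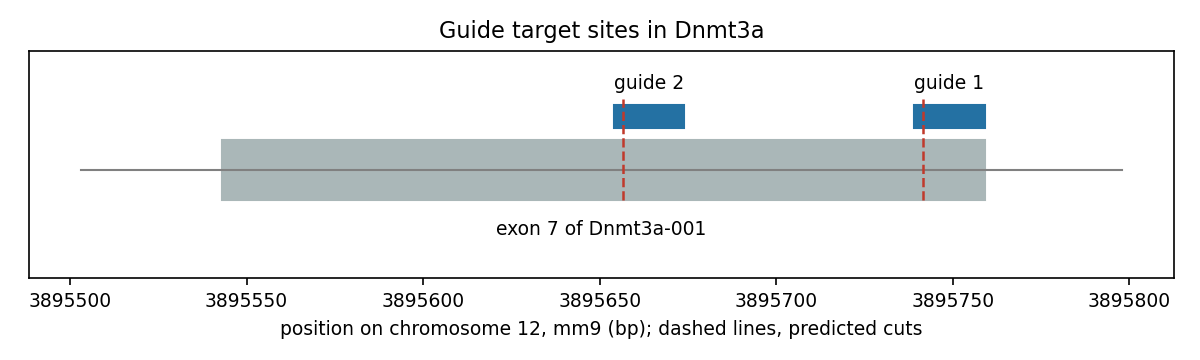
Position of both guides (bars) and their expected cuts (dashed lines) in exon 7 of Dnmt3a-001 on chromosome 12 (mm9, bp). Guide 1 ends at the last base of the exon, 3895758, and the cuts are 85 bases apart.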

### Nuclear extract preparation for targeted proteomics and biotin co‐immunoprecipitation MS

Cell pellets were resuspended gently in 4–5× pellet volume (PV) of nuclear extract buffer 1 (NEB1) with 10 mM HEPES pH 7.5, 10 mM KCl, 1 mM EDTA, 1.5 mM MgCl_2_, 1 mM dithiothreitol, and 1× protease inhibitor cocktail and incubated for 10 min on ice. Cells were centrifuged at 2,000 × *g* at 4°C for 10 min. Supernatant was removed and cell pellets were resuspended in 2× PV of NEB1 and homogenized. Suspension was centrifuged at 2,000 × *g* at 4°C for 10 min twice and the pellet was resuspended in 1× PV and incubated with 300 U Benzonase per 1 ml total volume for 3 h at 4°C rotating, followed by centrifugation at 2,000 × *g* at 4°C for 10 min. The pellet was resuspended in 1× PV of NEB2 (20 mM HEPES pH 7.5, 20% glycerol, 0.2 mM EDTA, 1.5 mM MgCl_2_, 1 mM dithiothreitol, 1× protease inhibitor cocktail, and 450 mM NaCl) and homogenized. Nuclear proteins were extracted for 1 h at 4°C, and protein concentrations were measured by Qubit protein assays (TS).

For biotin co‐immunoprecipitation, equal amounts of nuclear extracts (NE) were diluted with 2× the volume of 20 mM HEPES pH 7.5, 20% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1 mM DTT, and 1× protease inhibitor cocktail and NP‐40 was added to a final concentration of 0.3%. NE were incubated with 40 μl Streptavidin‐M280 (11206D) beads overnight, rotating at 4°C. Beads were separated from the NE on a magnetic rack and washed once for 10 min rotating overhead at 4°C with 20 mM HEPES pH 7.5, 20% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 150 mM NaCl, 0.3% NP‐40, 1 mM DTT, and 1× protease inhibitor cocktail. Beads were washed again with the same buffer without NP‐40, and 10 min with 50 mM Tris pH 8.5, 1 mM EGTA, 75 mM KCl, each 10 min rotating overhead at 4°C. Proteins were eluted by adding 200 μl of 8 M urea (GEPURE00‐66) in 100 mM Tris–HCl pH 8.2 and DTT at a final concentration of 0.1 M by shaking for 30 min at room temperature in a thermomixer. Separated supernatant was processed immediately for FASP digest (Wisniewski *et al,* 2009) using the whole eluate. Samples were then desalted with C18 ZipTips (ZTC18S960) according to the user manual.

### Mass spectrometry detection of DNMT3A‐interacting proteins

Dissolved samples were injected by a Waters M‐class UPLC system (Waters AG) and separated on a C18 reverse‐phase column (HSS T3 1.8 μm, 75 μm × 250 mm, Waters AG). The column was equilibrated with 99% solvent A (0.1% formic acid (FA) in water) and 2% solvent B (0.1% FA in ACN). Peptides were eluted using the following gradient: 2–25% B in 50 min; 25–35% B in 10 min; 35–98% B in 5 min. The flow rate was constant, 0.3 μl/min. High accuracy mass spectra were acquired with a Q‐Exactive HF mass spectrometer (Thermo Scientific) that was operated in data‐dependent acquisition mode. A survey scan was followed by up to 12 MS2 scans. The survey scan was recorded using quadrupole transmission in the mass range of 350–1,500 m/z with an AGC target of 3E6, a resolution of 120,000 at 200 m/z, and a maximum injection time of 50 ms. All fragment mass spectra were recorded with a resolution of 30,000 at 200 m/z, an AGC target value of 1E5, and a maximum injection time of 50 ms. The normalized collision energy was set to 28%. Protein identification and reporting from MS‐raw data was performed with Mascot and Scaffold, respectively. Only proteins with a minimum of four unique spectral counts were utilized for the final dataset and contaminants were manually removed.

### Chromatin immunoprecipitation (ChIP)

For cross‐linking and chromatin extraction, 10–20 × 10^6^ cells were fixed for 8 min with 1% formaldehyde at room temperature followed by the addition of glycine (final concentration 0.12 M) and incubation for 10 min on ice. Cells were harvested and incubated for 10 min in 5 ml 10 mM EDTA, 10 mM TRIS, 0.5 mM EGTA on ice, followed by centrifugation at 680 × *g* for 5 min. Cells were resuspended in 5 ml buffer containing 0.25% Triton X‐100, 1 mM EDTA, 10 mM TRIS, 0.5 mM EGTA, and 200 mM NaCl and incubated for 10 min on ice followed by centrifugation at 680 × *g* for 5 min. Final cell lysis was performed with 50 mM HEPES, 1 mM EDTA, 1% Triton X‐100, 0.1% deoxycholate, 0.2% SDS, and 300 mM NaCl (medium salt buffer) in a pellet size‐dependent volume (ranging from 0.9 to 1.2 ml) for 1 to 2 h on ice. Cross‐linked chromatin was subjected to sonication in a Bioruptor Pico instrument (Diagenode) according to the manufacturer's instructions. Sonicated chromatin was centrifuged at 12,000 × *g* for 10 min at 4°C and supernatant was used for further steps. Streptavidin‐M280 magnetic beads were blocked for 1 h with 1% cold fish skin gelatin (Sigma Aldrich) and 100 ng tRNA (Sigma Aldrich) supplemented with protease inhibitor cocktail mix (Roche) and washed twice with buffer 3 with 0.1% SDS and 150 mM NaCl. 150–250 μg chromatin solution was diluted to 0.1% SDS and 150 mM NaCl. Chromatin was then incubated with 30 μl pre‐blocked streptavidin‐M280 magnetic beads overnight at 4°C. Beads were washed under rotation for 8 min for each wash step and placed on a magnetic rack for 2 min for exchange of buffers first with two rounds of 2% SDS, high salt buffer (as medium salt buffer, but 0.1% SDS and 500 mM NaCl), DOC buffer (250 mM LiCl, 0.5% NP‐40, 0.5% deoxycholate, 1 mM EDTA, 10 mM TRIS), and two rounds of Tris/EDTA buffer. Beads were treated with RNaseA (60 μg, Roche) for 30 min at 37°C in 1% SDS, 0.1 M NaHCO_3_, and subsequently proteinase K (60 μg, Roche) for 3 h at 55°C in 1% SDS, 0.1 M NaHCO_3_, 10 mM EDTA, 20 mM TRIS, followed by de‐cross‐linking overnight at 65°C. DNA was purified with phenol–chloroform extraction and ethanol precipitation.

### 5‐hydroxy‐MeDIP‐seq libraries

Genomic DNA was sonicated to 150–300 bp and RNaseA treated prior to end‐repair and A‐tailing using the NEB Ultra library kit and protocol (E7370). NEB adapters were ligated to the genomic DNA following the NEB Ultra protocol, and DNA was cleaned up using Ampure XP beads (Beckman Coulter). Following cleanup, 5 μg adapter‐ligated DNA was taken up in 500 μl TRIS/EDTA and denatured for 10 min in a boiling water bath. 5‐hmC‐containing DNA was enriched using the Active Motif 5‐hmC antibody (39769) as described in Feldmann *et al* (2013). Enriched DNA was amplified by PCR with 15 cycles prior to sequencing.

### ChIP‐seq library preparation and high‐throughput sequencing

For ChIP‐seq, libraries were prepared using the NEB‐next ChIP‐seq library Kit (E62402) following the standard protocols. Four to five samples with different index barcodes were combined at equal molar ratios and sequenced as pools. Sequencing of library pools was performed on Illumina HiSeq 2500 machines according to Illumina standards, with 75‐ to 150‐bp single‐end sequencing. Library demultiplexing was performed following Illumina standards.

### Reduced‐representation bisulfite library preparation

Prior to library preparation, unmethylated lambda phage DNA and *SssI*‐methylated T7 DNA were spiked in to genomic DNA samples to control bisulfite conversion rates. 

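In the mm9 sequence, 7.47% of CpGs lie at an MspI site and 68.0% lie at least 150 bp from the nearest site. Of the CpGs listed for wild type, 17.2% lie at an MspI site and 0.395% at least 150 bp from one. For Dnmt3a KO these shares were 8.02% and 4.59%, and for Dnmt TKO 2.22% and 12.9%. Among listed CpGs inside predicted MspI fragments, 34.9% in wild type, 31.6% in Dnmt3a KO and 27.8% in Dnmt TKO were in fragments of 40 to 150 bp. Fragments of 150 to 250 bp held 40.8%, 28.4% and 23.3%, fragments of 250 to 350 bp held 14.5%, 10.6% and 9.63%, and longer fragments held 9.78%, 29.3% and 39.3%.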

For RRBS, 20 μg of DNA was digested for 18 h by *MspI* and separated on 2% agarose gels. Digested DNA was excised at 150–250 and 250–350 bp. Digested DNA samples were end‐repaired and A‐tailed using the NEB Ultra Illumina library preparation kit (E7370). DNA fragments were ligated to methylated adapters (NEB E7535) following the NEB Ultra protocol. After adapter removal using Ampure XP beads (Beckman Coulter), DNA was converted using the Qiagen Epitect bisulfite conversion kit following the FFT sample protocol. After conversion, library PCR amplification was performed with 10 cycles following NEB Ultra kit protocol and cleaned up using Ampure XP beads. Two libraries were generated each for 150‐ to 250‐bp and 250‐ to 350‐bp inserts.

### Whole‐genome bisulfite library preparation

Similar to RRBS, unmethylated lambda phage DNA and SssI‐methylated T7 DNA were spiked in to the genomic DNA samples. For WGBS, 20 μg of DNA was sonicated to *ca* 500 bp using a Bioruptor Pico. Sonicated DNA were end‐repaired and A‐tailed using the NEB Ultra Illumina library preparation kit (E7370). DNA fragments were ligated to methylated adapters (NEB E7535) following the NEB Ultra protocol. After adapter removal using Ampure XP beads (Beckman Coulter), DNA was converted using the Qiagen Epitect bisulfite conversion kit following the FFT sample protocol. After conversion, library PCR amplification was performed with 10 cycles following NEB Ultra kit protocol and cleaned up using Ampure XP beads.

### ChIP‐seq, 5‐hMeDIP, and bisulfite sequencing reads processing

Samples were filtered for low‐quality reads and adaptor sequences and mapped to the mouse genome (version mm9) using the BOWTIE algorithm allowing for two mismatches and only unique mappers were used. Identical reads from PCR duplicates were filtered out. For whole‐genome bisulfite sequencing analysis, reads were partitioned into 40 bp and pooled for subsequent alignment. Bisulfite alignments were performed using QuasR in R (Gaidatzis *et al*, 2015) with standard parameters for single‐read bisulfite alignments. Methylation calls and read coverage per CpG were extracted and only CpGs covered more than ten times were used for subsequent analysis. CpGs overlapping with SNPs were removed. Bisulfite conversion quality was confirmed by spiked‐in controls of methylated T7 DNA and unmethylated lambda DNA.

### Genomic coordinates

Genomic annotations are based on the *Mus musculus* version NCBI37/mm9 from July 2007. Genome segmentations based on DNA methylation corresponding to FMR, LMR, and UMR were obtained from Stadler *et al* (2011). For average density plots in Fig 1, UMRs and LMRs were filtered based on distance (> 6 kb) and FMRs larger than 12 kb were used to avoid overlaps between these features. Furthermore, FMRs were binned into three equal bins based on DNA methylation density. For identification and visualization of promoter UMRs, only UMRs were used that overlapped with gene promoters and these UMRs were oriented according to the gene orientation. UMR borders were defined at the end and start of the preceding and following FMR, respectively. CpG island annotation is based on the CpG cluster algorithm (Hackenberg *et al*, 2006). We removed all CpG islands that were shorter than 200 bp and retained all CpG islands overlapping with gene promoters. Promoter CpG islands with m‐CpG average below 20% were assigned as unmethylated and further binned as bivalent based on H3K27me3 and H3K4me3 enrichments (Appendix Fig S4C). RefSeq genes and promoters were obtained from UCSC (genome.ucsc.edu), and only non‐overlapping genes were used for further analysis.

### DNA methylation analysis

DNA methylation percentage, CpG and m‐CpG densities per analyzed regions were calculated as described previously (Stadler *et al*, 2011; Baubec *et al*, 2013). Densities were calculated as the sum of SNP‐filtered CpGs per analyses region and normalized to 100 bp. Global re‐methylation was calculated as percent of methylated cytosines within different sequence contexts for the entire library. 

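The number of CpGs depends on this minimum. The wild-type library holds 651459 CpGs covered more than 20 times and 970329 covered more than 10 times. The Dnmt3a KO library holds 349400 and 814188 CpGs, and the Dnmt TKO library 45455 and 431923 CpGs, at the same minimums. Wild type and Dnmt3a KO share 327114 CpGs covered more than 20 times and 631561 covered more than 10 times.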

For WGBS, only CpGs covered more than ten times were considered; for RRBS, only CpGs covered more than 20 times.

### Genome‐wide enrichments and identification of DNMT‐enriched regions

The mouse genome was partitioned into 1‐kb‐sized tiling windows. Genomic regions overlapping with satellite repeats (Repeatmasker), ENCODE black‐listed (ENCODE Project Consortium, 2012), and low mappability scores [(Derrien *et al*, 2012), below 0.5] were removed in order to reduce false positives arising from differences between mouse strains, annotation errors, and repetitiveness. Furthermore, DNA methylation scores in ES and NP cells windows with insufficient coverage in whole‐genome bisulfite sequencing (> 50% of all CpGs covered at least 10 times) were removed. ChIP enrichments were calculated as log_2_‐fold changes over input chromatin after library size normalization and using a constant of eight pseudocounts to reduce sampling noise. ChIP enrichments were subsequently used for cross‐correlation analysis, enrichment calculations at DNMT‐bound sites, or dynamic analysis in ES and NP cells. We utilized DEseq2 (Love *et al*, 2014) to identify regions exclusively bound by DNMT3 proteins. Prior to identifying these regions, we removed all genomic windows that did not contain sequencing read counts in any of the foreground or background samples and identified bound regions as FC > 1 and adjusted *P*‐value < 0.002. Enriched regions from all three DNMT proteins were intersected and only regions exclusively bound by the individual DNMTs were further used to calculate distributions of genomic and epigenomic features, calculate DNA methylation, or generate meta‐profiles using genomation in R (Akalin *et al*, 2014).

### Data access

All datasets produced in this study (Appendix Table S1) have been deposited to the NCBI Gene Expression Omnibus under the accession: GSE96529. Additional datasets from other publications are listed in Appendix Table S2.

## Author contributions

Performed experiments: MM, JW, CA, RV, TB; Provided methodology and resources: RV and BR; Analyzed data: MM, JW, BR, TB; Designed study, supervised experiments, and wrote manuscript: TB.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Isoform‐specific localization of DNMT3A regulates DNA methylation fidelity at bivalent CpG islands
**Source:** EMBO J. 2017 Oct 26;36(23):3421–34. doi: 10.15252/embj.201797038
**Supplement:** Supplementary file 1 — Appendix

**Isoform-specific localization of DNMT3A regulates DNA methylation fidelity  
at bivalent CpG islands**

Massimiliano Manzo<sup>1,2</sup>, Joël Wirz<sup>1</sup>, Christina Ambrosi<sup>1,2</sup>, Rodrigo Villaseñor<sup>1</sup>, Bernd Roschitzki<sup>3</sup>, and  
Tuncay Baubec<sup>1</sup>

Zurich, Switzerland

**Contents:**

10 Appendix Figures and Legends,

2 Appendix Tables

Appendix Supplementary Methods

Appendix References

## Appendix Figure S1

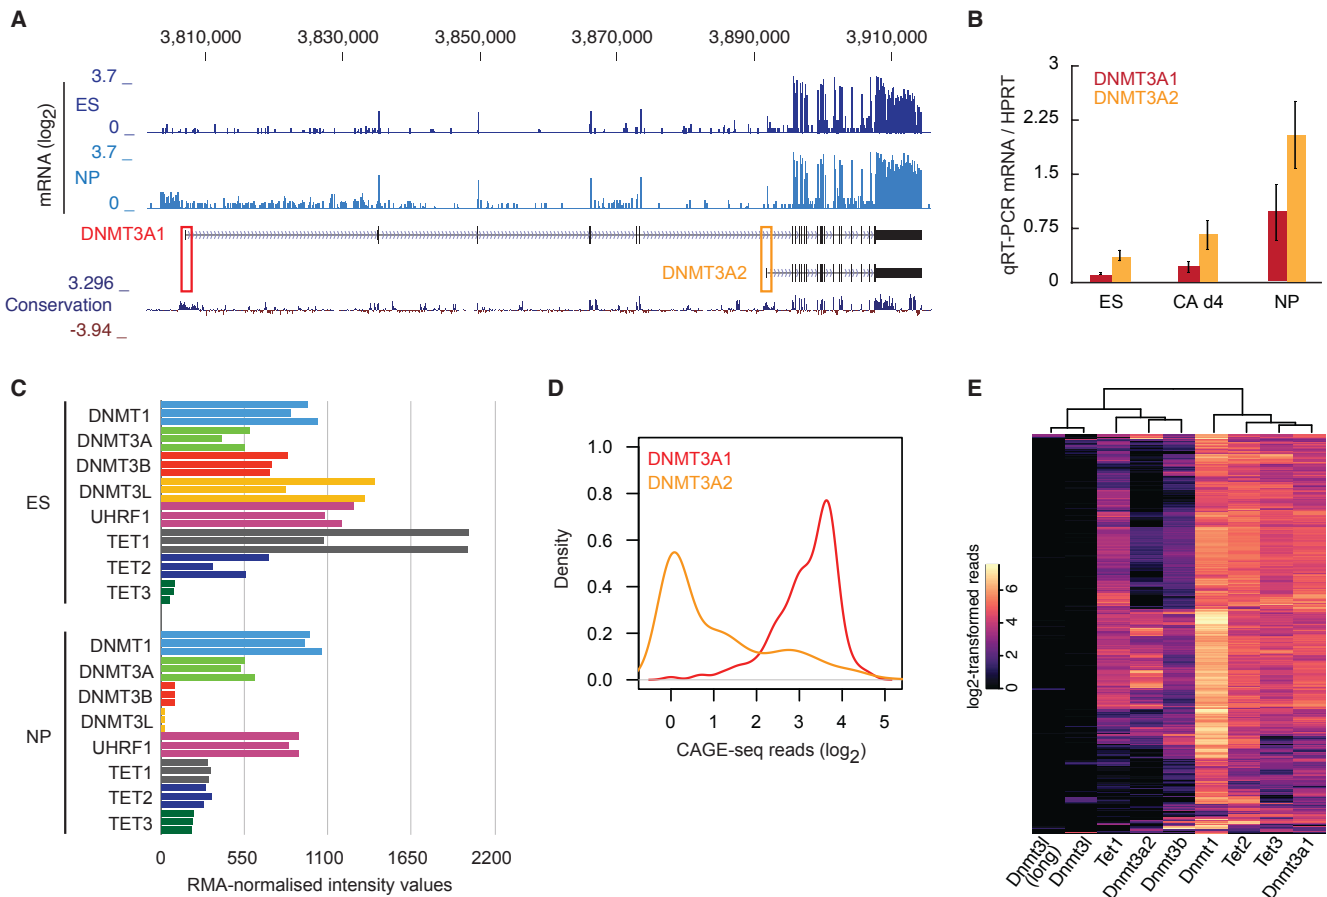

## Appendix Figure S2

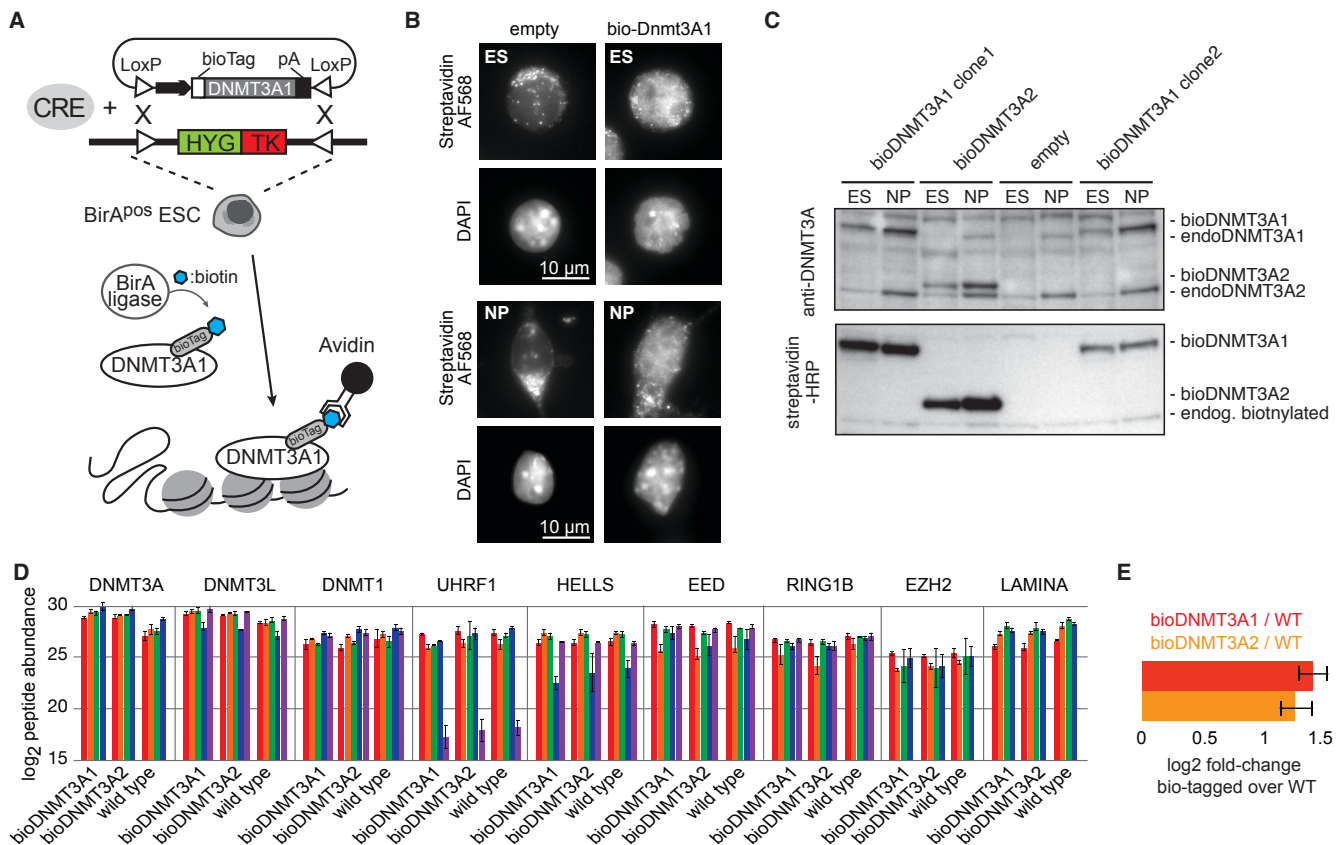

- A** Outline of the recombinase-assisted mapping of biotinylated proteins (RAMBiO, Baubec *et al*, 2013) procedure. cDNA encoding for the DNMT3A1 protein is introduced to a defined region in the genome using recombinase-mediated cassette exchange (RMCE). Expressed DNMT3A1 proteins are biotinylated on a short amino acid tag by the bacterial Bir-A ligase that is stably expressed in the same cell line. ChIP using streptavidin allows stringent washes and reproducible detection of DNMT3A1 binding in the mouse genome.
- B** Immunofluorescence detection of biotinylated DNMT3A1 in mouse ES and neuronal progenitor cells by streptavidin fused to AF568 reveals homogenous nuclear localization. Wild type cells (empty) are used as controls. Scale bar: 10  $\mu$ m.
- C** Immunoblot detection of endogenous and biotinylated DNMT3 proteins and isoforms from nuclear extracts obtained from mouse ES and neuronal progenitor cells expressing biotin-tagged DNMT3A isoforms from the RMCE site. The two independently-derived clones for biotin-tagged DNMT3A1 which were used in this study are shown. Clone 1 shows higher protein expression compared to clone 2. Detection was performed using antibodies against DNMT3A (top) or HRP-conjugated streptavidin (bottom blot). The signal from endogenous biotinylated proteins serves as loading control.
- D** Parallel reaction monitoring (PRM) was applied to quantify protein levels in nuclear extracts of wild type cells and cells expressing additional copies of biotin-tagged DNMT3A isoforms. Four independent measurements were performed for four to five unique peptides from the indicated proteins. Shown are the log<sub>2</sub>-transformed peptide abundances of the respective proteins in the analyzed cell lines. Note that this analysis does not distinguish endogenous from transgene proteins and the abundance values reflect the total amount of both tagged and endogenous proteins in the cell. The higher-expressing bioDNMT3A1 clone1 was utilized in these experiments.
- E** Log<sub>2</sub>-fold increase in DNMT3A peptide abundance in ES cells expressing biotin-tagged DNMT3A transgenes over wild type calculated based on all DNMT3A peptides measured by PRM. Error bars represent the standard error inferred from four independent replicates.

## Appendix Figure S3

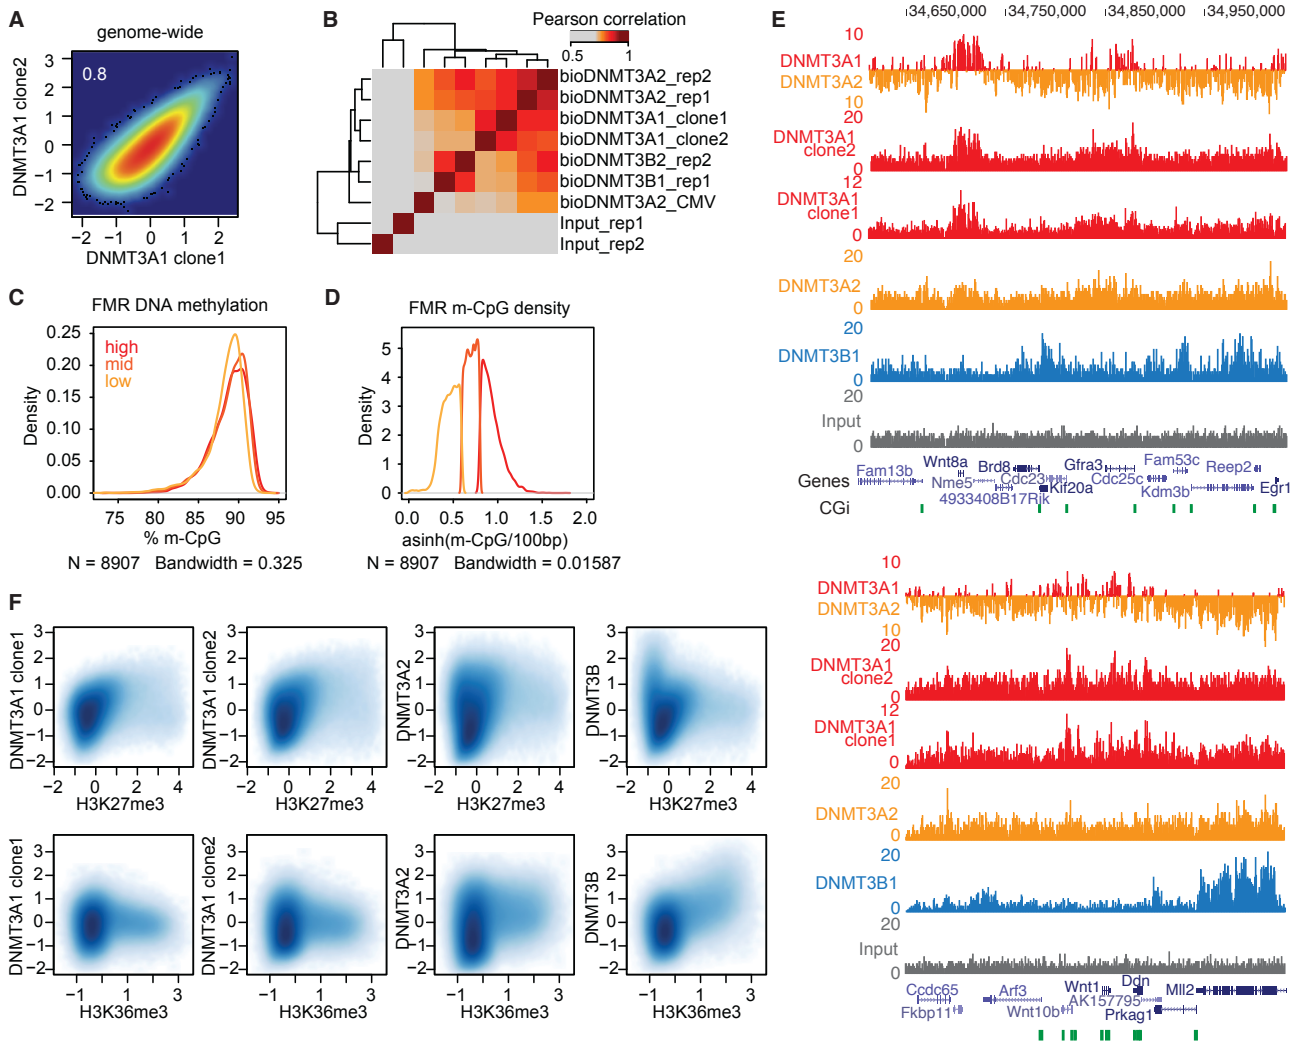

**A** Scatter plot comparing enrichment of biotinylated DNMT3A1 proteins in the two independently-derived ES cell clones expressing DNMT3A1 from the RMCE site. Pearson's correlation coefficient is shown.

**B** Cross-correlation analysis of biotinylated *de novo* DNA methyltransferases and input samples using log<sub>2</sub>-transformed reads calculated over 1 kb-sized tiles covering the entire genome. Shown are ChIP-seq datasets obtained from two independent DNMT3A1 clones (this study), two independent replicates each from the same clone of DNMT3A2 and DNMT3B1, and one sample obtained from a cell line with low level expression of bio-DNMT3A2 (bioDNMT3A2\_CMV) from (Baubec *et al*, 2015). DNMT3A2 shows more similar binding to DNMT3A1 and DNMT3B1, while the two latter proteins differ more to each other in genomic binding, reflecting their individual preferences to specific genomic sites. Protein specific binding to the genome is not influenced by expression levels of biotinylated proteins. This is observed from the correlation between bioDNMT3A2\_CMV and the DNMT3A2 datasets with higher expression, and also by the good correlation between the DNMT3A1 clones that differ in bioDNMT3A1 expression levels (Appendix Fig S2).

**C, D** Density plot indicating similar DNA methylation percentage in the three FMR fractions binned by DNA methylation density utilized in Fig 1C. D DNA methylation density shown for the same fractions as in C.

**E** Genome browser view exemplifying differences in binding between the *de novo* methyltransferases. Shown are read counts per 100 bp for ChIP-seq and input samples. Tracks from two independent DNMT3A1 clones and one track indicating differences between the DNMT3A isoforms are shown. Gene models and CpG islands obtained from the UCSC genome browser are indicated.

**F** Scatter plots showing genome-wide correlations between DNMT3 proteins and H3K27me3 or H3K36me3 marks over 1 kb-sized tiles covering the entire genome.

## Appendix Figure S4

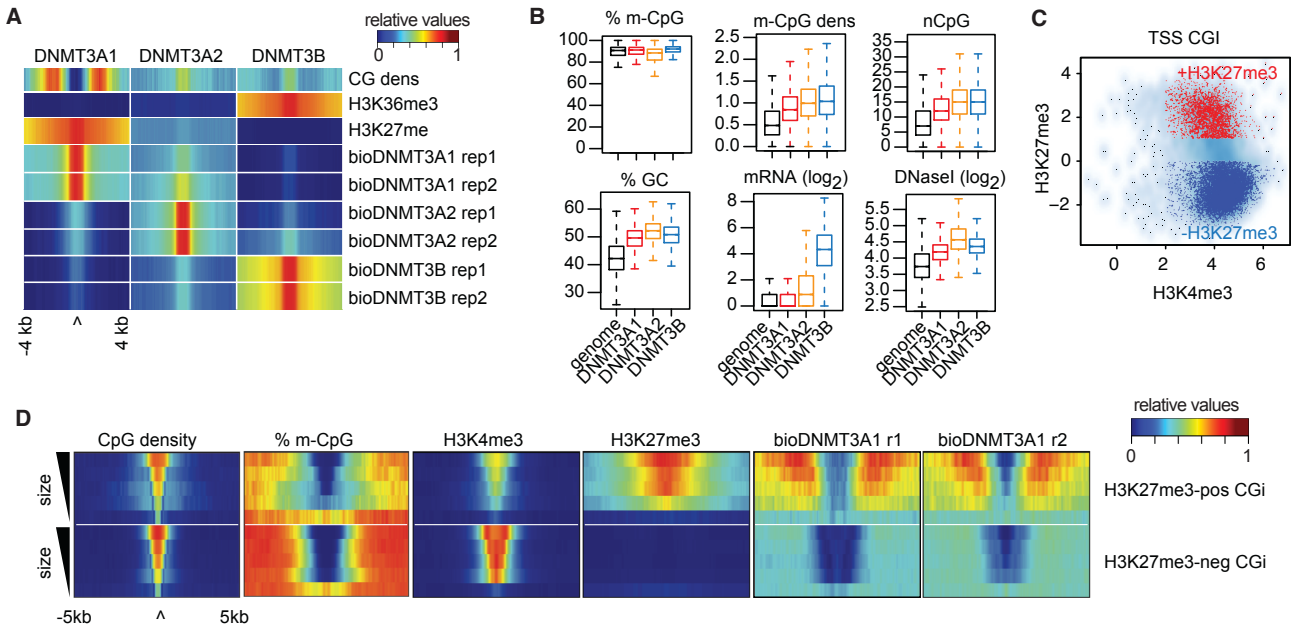

- A** Heat map representation of average densities calculated for DNMT3 replicates, CpG, H3K27me3 and H3K36me3 signals at sites exclusively bound by DNMT3A1, DNMT3A2 or DNMT3B, respectively.
- B** Box plots indicating DNA methylation, DNA sequence features, mRNA and DNaseI accessibility at sites exclusively bound by the individual *de novo* DNMTs. Boxes denote the inter-quartile range (IQR) and whiskers 1.5 x IQR.
- C** Scatter plot displaying H3K27me3 and H3K4me3 enrichments over input at CpG island promoters. Red and blue dots denote the bivalent and H3K4me3-only CpG islands that have been selected for further analyses.
- D** Heat map representation of DNMT3A1 binding and other features around H3K27me3-positive and -negative CpG islands, binned into five equally-sized groups based on the annotated CpG island size.

## Appendix Figure S5

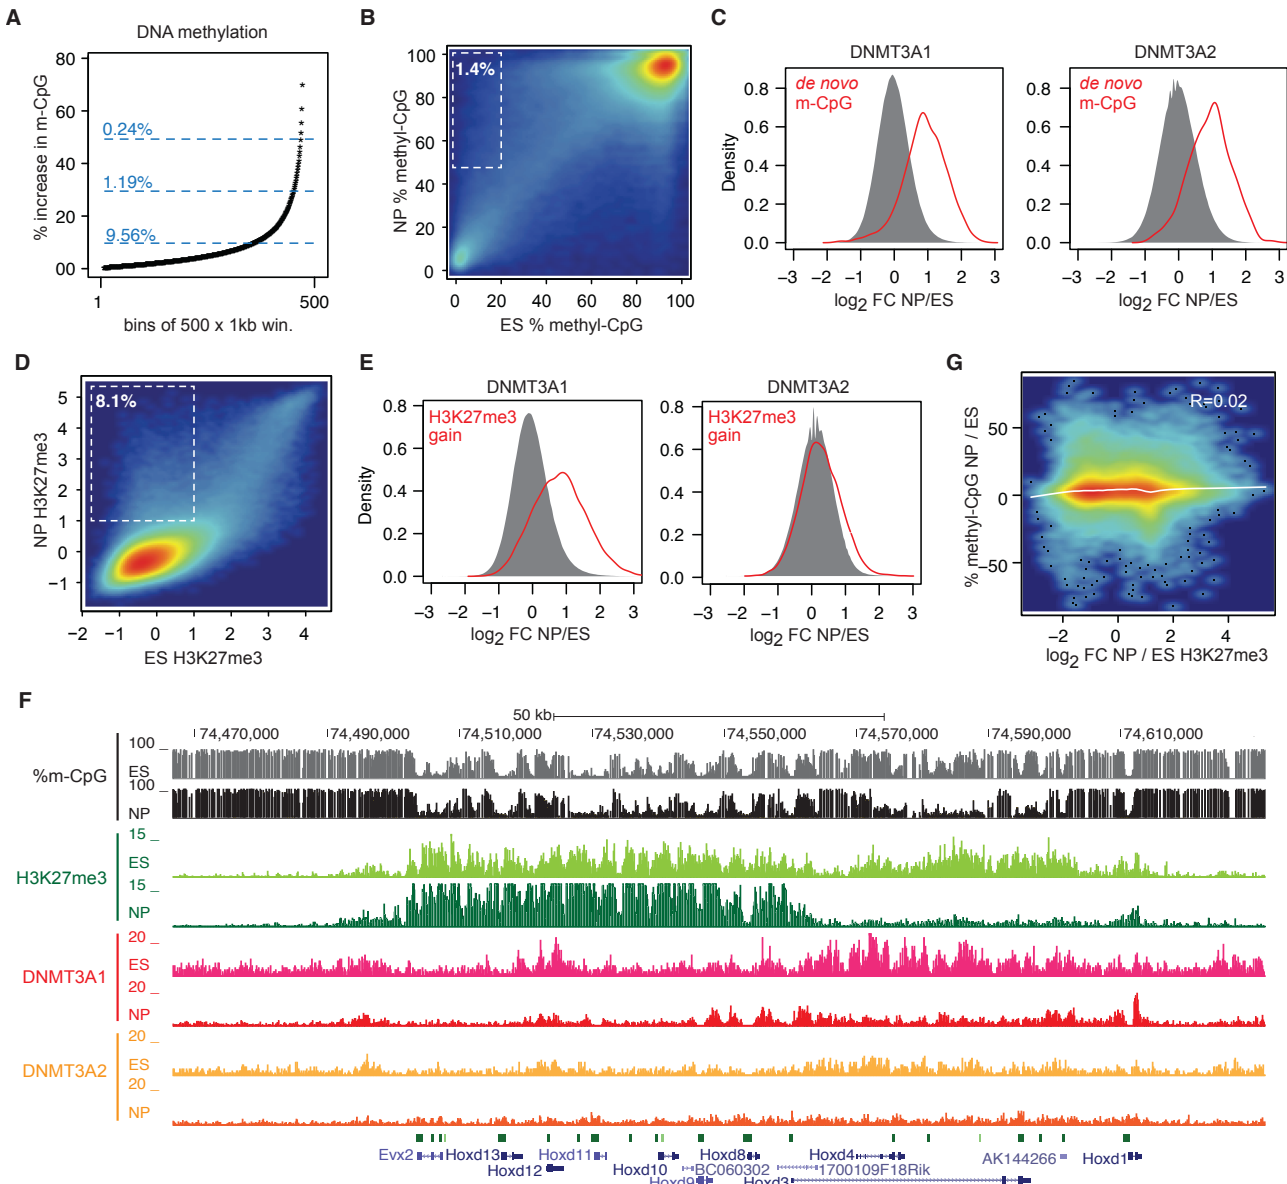

**A** Genomic regions ranked based on *de novo* DNA methylation during ES to NP differentiation. Shown are median NP/ES DNA methylation values calculated over 500 x 1 kb windows ranked by the level of *de novo* methylation. Blue lines denote % of genomic windows that gain the indicated *de novo* methylation in NPs.

**B** Scatterplot indicating DNA methylation in ES and NP cells calculated at 1 kb windows covering the entire genome. Dashed box highlights regions selected as *de novo* methylated (used in C) and the fraction of the genome represented by this set that contains 23,725 CpGs.

**C** Density plot indicating the log<sub>2</sub>-fold change in DNMT3A1 and DNMT3A2 binding during neuronal differentiation at all genomic regions (gray) and at *de novo* methylated regions (red).

**D** Scatterplot indicating H3K27me3 log<sub>2</sub>-enrichment over input in ES and NP cells calculated using 1 kb windows covering the entire genome. Dashed box highlights regions selected as gaining H3K27me3 in NPs (used in E) and the fraction of the genome represented by this set.

**E** Density plot indicating the log<sub>2</sub>-fold change in DNMT3A1 and DNMT3A2 binding during neuronal differentiation at all genomic regions (gray) and at regions gaining H3K27me3 (red).

- F** Genome browser example for regions that change DNMT3A1 binding and DNA methylation according to changes in H3K27me3. Shown are read counts per 100 bp for ChIP-seq datasets and percentage of DNA methylation per individual CpGs.
- G** Scatterplot comparing dynamics in DNA methylation and H3K27me3 during neuronal differentiation using 1 kb windows covering the entire genome. Pearson's correlation coefficient is shown.

## Appendix Figure S6

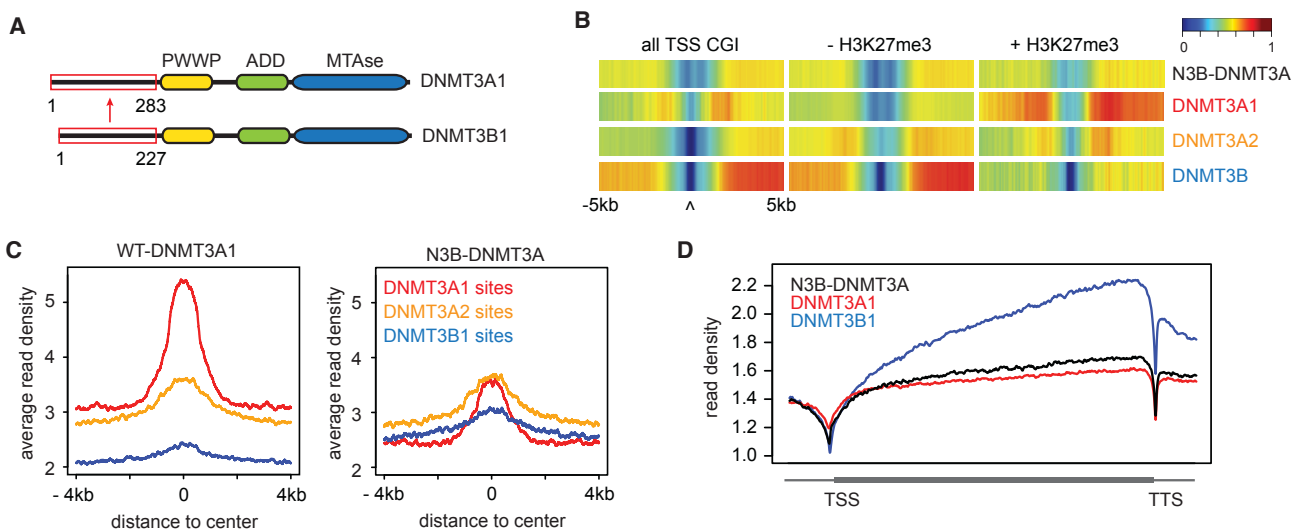

- A** Diagram indicating the strategy used to engineer the chimeric N3B-DNMT3A protein. The N-terminal part of DNMT3A1 (AA 1 to 283) was replaced by the N-terminal part of DNMT3B (AA 1 to 227).
- B** N3B-DNMT3A lacks the preferential localization to bivalent CpG island promoters. Shown are heat map density profiles for DNMT3 protein binding around all promoter-associated CpG islands, and CpG promoters separated by H3K27me3.
- C** N3B-DNMT3A fails to bind sites preferentially enriched for WT DNMT3A1. Shown are average density profiles for WT DNMT3A1 and N3B-DNMT3A around sites exclusively bound by DNMT3A1, DNMT3A2 or DNMT3B in red, orange and blue, respectively.
- D** Addition of the DNMT3B N-terminal part to DNMT3A does not recruit the chimeric N3B-DNMT3A protein to transcribed gene bodies. Shown are average density profiles for WT DNMT3A1, WT-DNMT3B and N3B-DNMT3A around genes.

## Appendix Figure S7

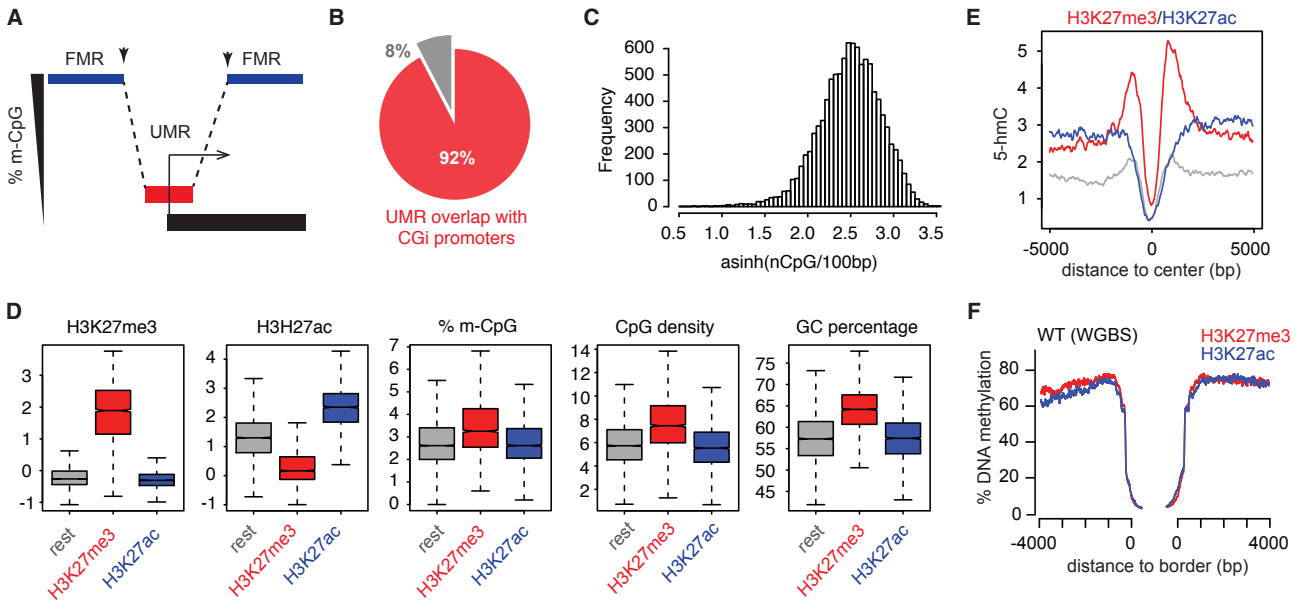

- A** Schematic representation of FMR and UMR transitions based on DNA methylation in ES cells from Stadler *et al.*, 2011. UMRs overlapping promoters were selected and oriented according to the gene orientation. Arrowheads indicate borders used in Fig 5 and 6.
- B** Overlap between promoter-associated UMRs and promoter CpG islands.
- C** Histogram indicating elevated CpG density at selected UMRs. Shown are numbers of CpGs per 100bp calculated for each UMR.
- D** Box plots indicating H3K27me3, H3K27ac, methylation and CpG properties of UMRs selected based on H3K27me3 (red) and H3K27ac (blue) levels (top 25% ranked). Remaining UMRs are shown in gray. Boxes denote the inter-quartile range (IQR) and whiskers 1.5 x IQR.
- E** Average density plots for 5-hmC centered around UMRs selected based by H3K27me3 (red) or H3K27ac (blue) levels indicate elevated 5hmC at Polycomb UMR borders.
- F** Average density plots for DNA methylation in wild type cells (WGBS) around H3K27me3 (red) or H3K27ac (blue) UMRs indicate no visible differences in DNA methylation around these regions.

## Appendix Figure S8

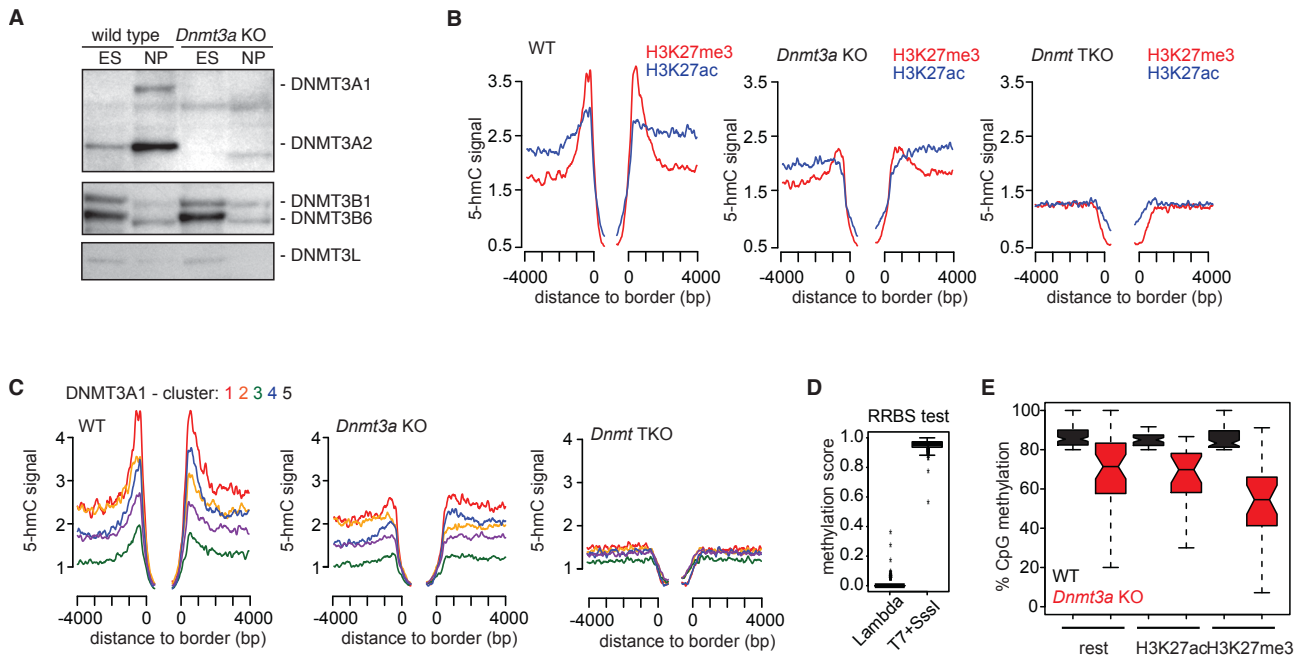

## Appendix Figure S9

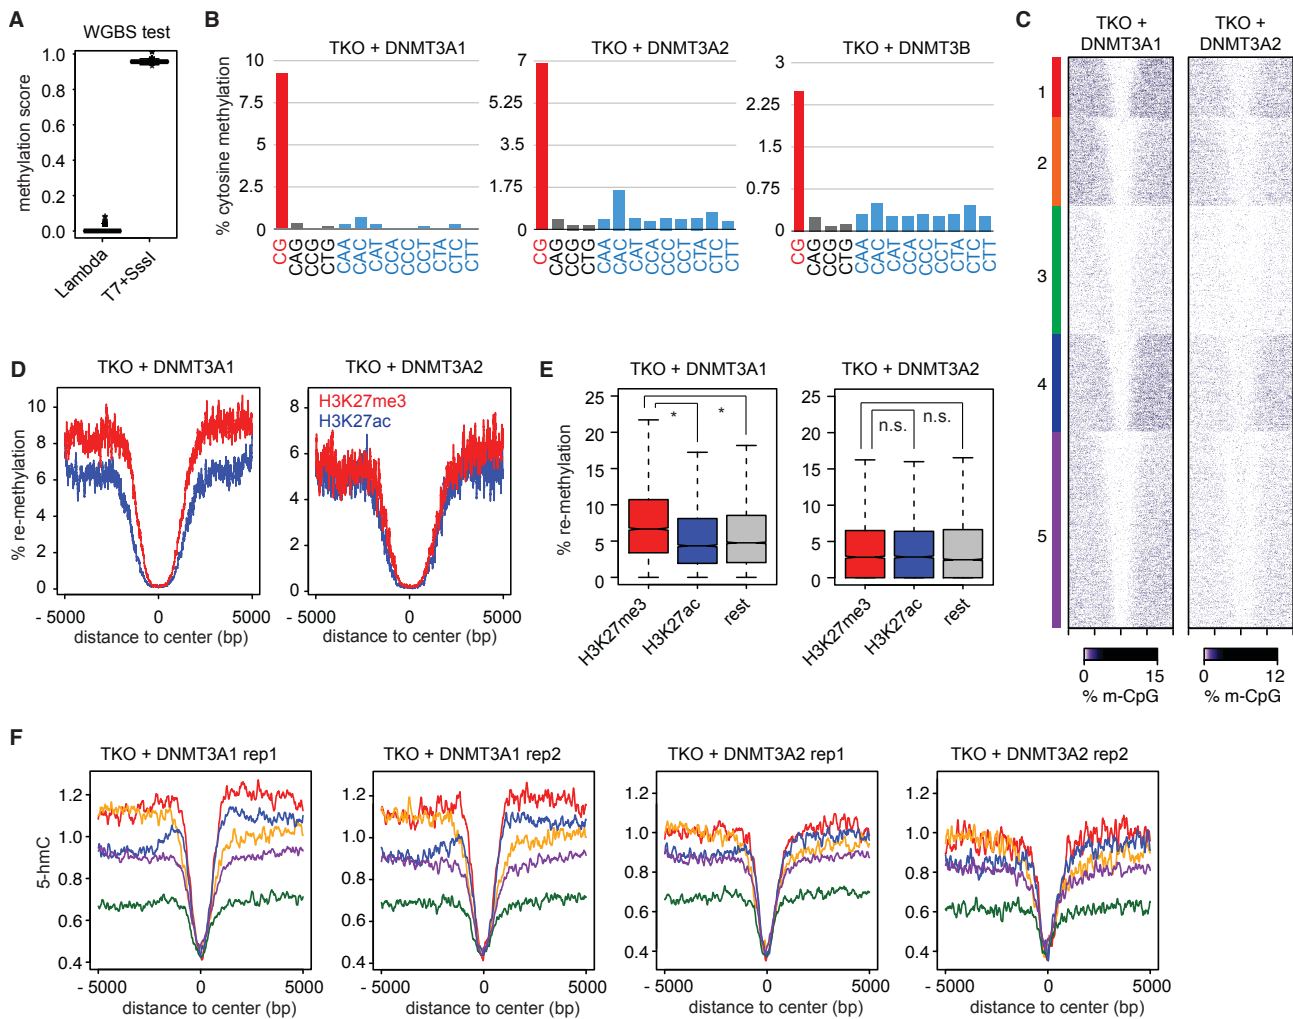

- A** Bisulphite conversion test for WGBS showing measured CpG methylation for spiked-in unmethylated lambda phage DNA and SssI-methylated T7 phage DNA.
- B** Bar plots indicating percentage of cytosine methylation measured separately at CpG dinucleotides and various non-CpG sites in TKO cells expressing DNMT3A1, DNMT3A2 or DNMT3B.
- C** Heat map profiles for all promoter-associated UMRs clustered by DNMT3A1 binding and ranked by size (according to Figure EV2). Shown are *de novo* DNA methylation in TKO cells expressing DNMT3A1 or DNMT3A2. Scales have been adjusted in order to visualize the sparse methylation data obtained from these measurements.
- D** Average density profiles centered around H3K27me3-positive (red) and H3K27ac-positive (blue) UMRs indicate increased re-methylation of H3K27me3 UMRs in DNMT3A1, but not in DNMT3A2-rescued *Dnmt*-TKO cells.
- E** Calculated gain in DNA methylation in DNMT3A1 or DNMT3A2-rescued *Dnmt*-TKO cells at UMR borders according to H3K27me3 (red), H3K27ac (blue) and remaining UMRs (gray). Boxes denote the inter-quartile range (IQR) and whiskers 1.5 x IQR. Asterisk denotes p-values < 2.2e -16, and n.s. > 0.5 calculated each between two samples using unpaired t-tests.
- F** Average density plots indicating 5-hmC gain around DNMT3A1-bound UMR promoters (clustered as in Fig EV2) in TKO cells expressing DNMT3A1 or DNMT3A2. Two independent replicates are shown for each cell line.

## Appendix Figure S10

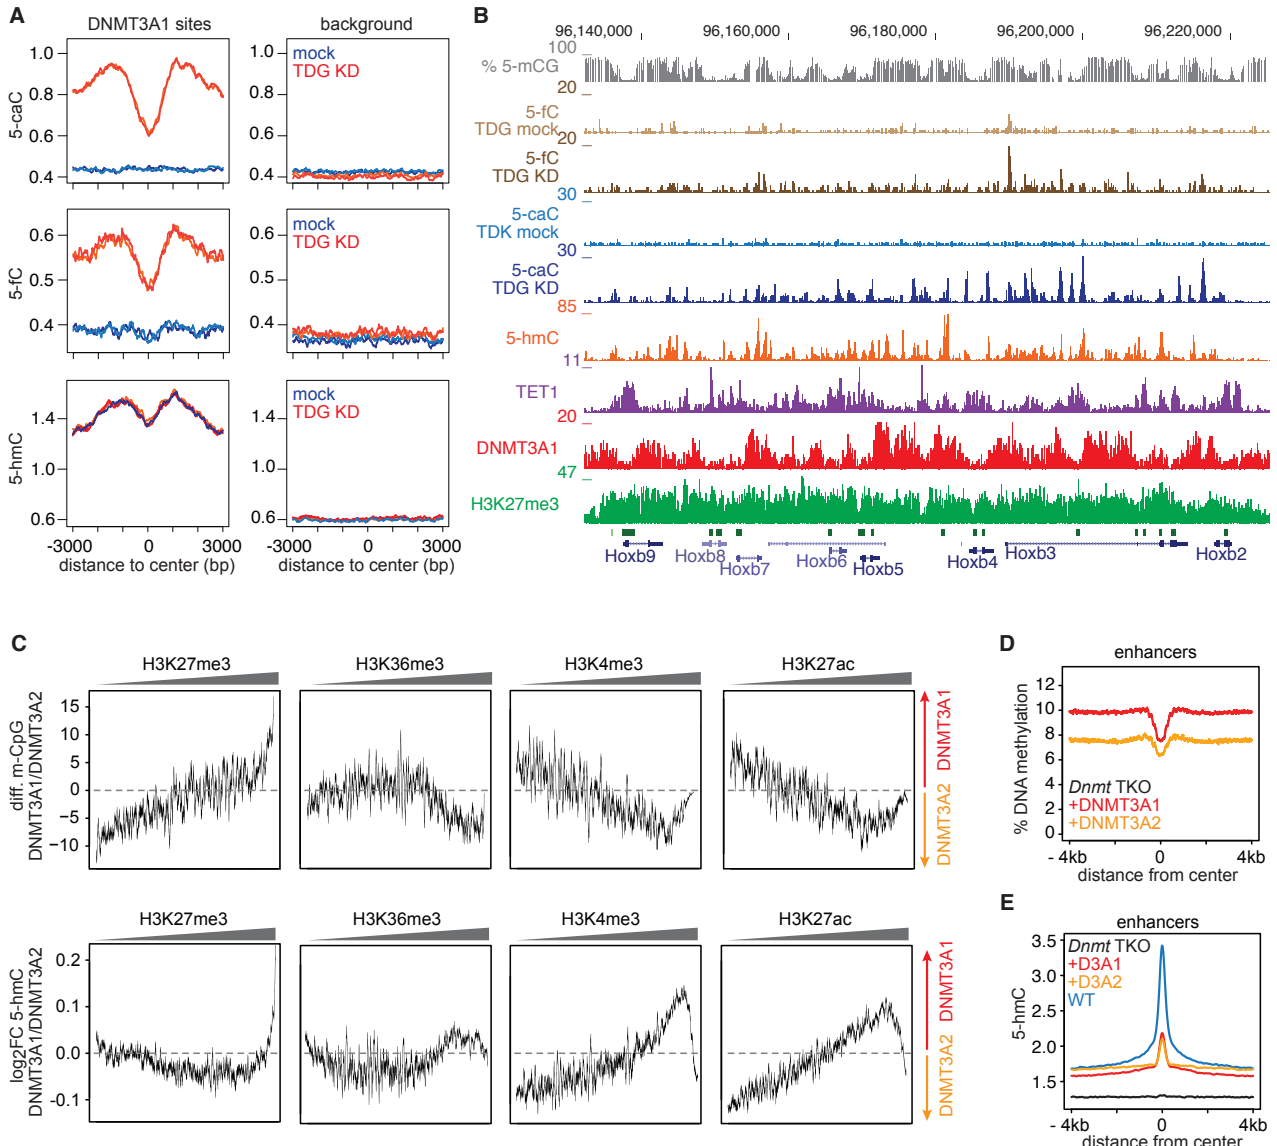

**Appendix Table S1**

Sequencing information for datasets provided in this study (GSE96529):

| sample name according to GSE96529 | experiment type | sequencing type | reads sequenced | uniquely mapped reads |
|-----------------------------------|-----------------|-----------------|-----------------|-----------------------|
| ES_input_rep1                     | input-seq       | single          | 54.3 mio        | 39.4 mio              |
| ES_input_rep2                     | input-seq       | single          | 56.5 mio        | 40.6 mio              |
| ES_bioDNMT3A1_rep1 (clone1)       | bioChIP-seq     | single          | 50 mio          | 33.9 mio              |
| ES_bioDNMT3A1_rep2 (clone2)       | bioChIP-seq     | single          | 84.5 mio        | 52.9 mio              |
| ES_N3B-DNMT3A                     | bioChIP-seq     | single          | 42.5 mio        | 31.1 mio              |
| ES_5hMeDIP_WT_rep1                | 5hMeDIP-seq     | single          | 38.9 mio        | 24.6 mio              |
| ES_5hMeDIP_WT_rep2                | 5hMeDIP-seq     | single          | 20.6 mio        | 14.5 mio              |
| ES_5hMeDIP_Dnmt3aKO_rep1          | 5hMeDIP-seq     | single          | 44.7 mio        | 29.6 mio              |
| ES_5hMeDIP_Dnmt3aKO_rep2          | 5hMeDIP-seq     | single          | 23.6 mio        | 15.9 mio              |
| ES_5hMeDIP_DnmtTKO                | 5hMeDIP-seq     | single          | 39.3 mio        | 22.3 mio              |
| ES_5hMeDIP_TKO_Dnmt3a1_rep1       | 5hMeDIP-seq     | single          | 50 mio          | 23.8 mio              |
| ES_5hMeDIP_TKO_Dnmt3a1_rep2       | 5hMeDIP-seq     | single          | 16.3 mio        | 9.3 mio               |
| ES_5hMeDIP_TKO_Dnmt3a2_rep1       | 5hMeDIP-seq     | single          | 38.5 mio        | 20.8 mio              |
| ES_5hMeDIP_TKO_Dnmt3a2_rep2       | 5hMeDIP-seq     | single          | 16.9 mio        | 7.9 mio               |

| sample name according to GSE96529 | experiment type | sequencing type | reads sequenced | CpGs covered * | bisulphite conversion |
|-----------------------------------|-----------------|-----------------|-----------------|----------------|-----------------------|
| WT_RRBS                           | RRBS            | single          | 26.7 mio        | 970 k          | > 95%                 |
| Dnmt3aKO_RRBS                     | RRBS            | single          | 25.4 mio        | 814 k          | > 95%                 |
| DnmtTKO_RRBS                      | RRBS            | single          | 35.8 mio        | 432 k          | > 95%                 |
| DnmtTKO+Dnmt3A1_WGBS              | WGBS            | paired          | 175.4 mio       | 9.2 mio        | > 98%                 |

\*) for RRBS &gt; 20 x coverage; for WGBS &gt; 10 x coverage

**Appendix Table S2**

External datasets used in this study:

| Sample                  | Reference               | Source                                                                    |
|-------------------------|-------------------------|---------------------------------------------------------------------------|
| ES + NP_mRNA_seq        | Tippmann et al., 2012   | GSE33252                                                                  |
| ES + NP H3K27me3        | Tippmann et al., 2012   | GSE33252                                                                  |
| ES + NP H3K36me3        | Tippmann et al., 2012   | GSE33252                                                                  |
| Affymetrix_MoGeneV1     | Tiwari et al., 2012     | GSE27245                                                                  |
| CAGE-seq data           | FANTOM consortium 2014  | <a href="http://fantom.gsc.riken.jp/5/">http://fantom.gsc.riken.jp/5/</a> |
| ES + NP m-CpG_WGBS      | Stadler et al., 2011    | GSE30206                                                                  |
| ES_bioDNMT3A2_rep1      | Baubec et al., 2015     | GSE57413                                                                  |
| ES_bioDNMT3A2_rep2      | Baubec et al., 2015     | GSE57413                                                                  |
| ES_bioDNMT3B1_rep1      | Baubec et al., 2015     | GSE57413                                                                  |
| ES_bioDNMT3B1_rep2      | Baubec et al., 2015     | GSE57413                                                                  |
| CMV_bioDNMT3A2          | Baubec et al., 2015     | GSE57413                                                                  |
| WGBS_TKO_DNMT3A2        | Baubec et al., 2015     | GSE57413                                                                  |
| WT_ES_H3K4me3           | ENCODE consortium, 2012 | GSE49847                                                                  |
| WT_ES_H3K4me1           | ENCODE consortium, 2012 | GSE49847                                                                  |
| WT_ES_H3K27ac           | ENCODE consortium, 2012 | GSE49847                                                                  |
| WT_DHS_seq              | ENCODE consortium, 2012 | GSE37074                                                                  |
| H3K9me3                 | Marks et al., 2012      | GSE23943                                                                  |
| H3K27me1                | Ferrari et al., 2014    | GSE39496                                                                  |
| H2Aub                   | Brookes et al., 2012    | GSE34520                                                                  |
| RNA Pol2 S2P, S5P       | Brookes et al., 2012    | GSE34520                                                                  |
| ES + NP 5-hMeDIP        | Feldmann et al., 2013   | GSE39739                                                                  |
| Suz12, Ring1B           | Morey et al., 2013      | GSE42466                                                                  |
| TET1                    | Wu et al., 2011         | GSE26833                                                                  |
| TKO + DNMT3x H3K27me3   | King et al., 2016       | GSE77004                                                                  |
| WT + TKO DHS            | Domcke et al., 2015     | GSE67867                                                                  |
| WT + TKO RNA-seq        | Domcke et al., 2015     | GSE67867                                                                  |
| WT + TDG KD 5-caC, 5-fC | Shen et al, 2013        | GSE42250                                                                  |

## Appendix Supplementary Methods

### RNA isolation, cDNA synthesis and qPCR

RNA was isolated from mouse ESCs, cellular aggregates at day 4 and NPCs using the RNeasy mini kit (Qiagen). Genomic DNA was removed through on-column digestion with DNase I for 15 min at room temperature. cDNA was synthesized from 2 µg isolated RNA with SuperScript III First-Strand Synthesis (Invitrogen) for 60 min at 50 °C using random hexamer primers, followed by heat-inactivation for 10 min at 70 °C. Residual RNA was digested with 2 U RNase H for 20 min at 37 °C. Target sequences were quantified by real-time qPCR analysis using a KAPA SYBR FAST qPCR Kit (Kapa Biosystems) on a QuantStudio 5 Real-Time PCR System (Applied Biosystems). Comparative quantification (ddCt) was used to determine transcript levels relative to HPRT. Each sample was run in technical triplicates. Following primers were used: Hprt: GG ACCTCTCGAAGTGTGGA and CAACTTGCGCTCATCTTAGGC; Dnmt3A\_universal: TGAGACTCTCCAGAGGCCTGGT; Dnmt3A1\_specific: ACCCATGCCAAGACTCACCTTC; Dnmt3A2\_specific: CACACCTGAGCTGTACTGCAGAGGGG.

### Nuclear extract preparation and Immunoblotting

Cell pellets were resuspended in 1 mL 10 mM EDTA, 10 mM KCl, 10 mM HEPES, 1 mM Dithiothreitol, 1 × Protease Inhibitor cocktail, 0.1% NP-40 (Nonidet P40), incubated for 10 min on ice followed by centrifugation for 10 min at 12,000 × g at 4°C. Supernatants were removed and the pellets were resuspended in 100 µL 20 mM HEPES, 0.4 M NaCl, 1 mM EDTA, 1% glycerol, 1 mM Dithiothreitol, 1 × Protease Inhibitor cocktail. Nuclear pellets were incubated for 2 h at 4°C shaking at 2,000 rpm to resuspend. Debris was removed by centrifugation for 10 min at 20,000 × g at 4°C. Supernatant contained nuclear protein fraction. Equal amounts of protein extracts were resuspended in denaturing and loading buffer, and separated on precast gels according to manufacturers instructions (NuPAGE). Proteins were transferred to PVDF membranes (Amersham, 0.22 µm) by Western blotting. Membranes were blocked with 5% milk for antibody detection and with 5% BSA for streptavidin detection. Following antibodies were used: anti-DNMT3A (IMG-268A), anti-DNMT3B (IMG-184A), anti-DNMT3L (ab3493) and Streptavidin-HRP (Pierce).

### Immunofluorescence

Cells were cultivated on poly-L-lysine-coated coverslips, fixed for 10 min in 3% PFA and permeabilized in 0.1% NaCitrate and 0.1% Triton X-100. Samples were blocked for 30 min with 0.1% Tween20, 3% BSA (w/v) and 10% normal goat serum in PBS, and detection was performed with Streptavidin-AF568 (Invitrogen) over night at 4 °C. Coverslips were washed with 0.1% Tween-20 and 0.25% BSA (w/v) in PBS. Nuclei were counterstained with DAPI. Images were acquired using a Zeiss Z1 epifluorescence microscope.

### Parallel Reaction Monitoring

Dissolved samples were injected by an Easy-nLC 1000 system (Thermo Scientific) and separated on an EasySpray-column (75 µm x 500 mm) packed with C18 material (PepMap, C18, 100 Å, 2 µm, Thermo Scientific). The column was equilibrated with 100% solvent A (0.1% formic acid (FA) in water). Peptides were eluted using the following gradient of solvent B (0.1% FA in ACN): 5% B for 2min; 5-25% B in, 90 min; 25-35% B in 10 min; 35-99% B in 5 min at a flow rate of 0.3 µl/min. High accuracy mass spectra were acquired with an Orbitrap Fusion (Thermo Scientific) that was operated in targeted MS/MS mode. The method contained a full MS scan from 300-1500 m/z analyzed in the Orbitrap with a resolution of 60,000 @ 200 m/z. Maximum injection time was set to 50 ms and a AGC target value of 4e5 was used. The targeted MS2 spectra were

recorded from 200-1800 m/z in the Orbitrap using following parameter: AGC target 5e4, maximum injection time 54 ms, resolution 30,000 @ 200 m/z, quadrupole isolation, isolation window 1.6m/z, HCD 30% fragmentation energy, loop count 15. The target inclusion list was prepared using Skyline 3.7 (MacLean et al., 2010) and based on the predicted retention time of each peptide the precursor list was ordered by retention time and divided in 2 lists containing an equal number of targets. Targets within  $\pm 5$ min of the separation point were transferred in the respective other list in order to avoid peak splitting. The first target list of 45 precursors was analyzed from 0-50min and the second target list from 50-112 min using the same MS2 parameter. The recorded MS RAW-data were imported into Skyline 3.7 and all peak groups were revised manually. For the group comparison we have used MSstats\_3.7.3 (Choi et al., 2014) with the following settings: normalization – equalized medians; missing peaks are allowed, using high quality features were selected, and WT was set as control group.

### Appendix References:

- Brookes, E., de Santiago, I., Hebenstreit, D., Morris, K. J., Carroll, T., Xie, S. Q., et al. (2012). Polycomb Associates Genome-wide with a Specific RNA Polymerase II Variant, and Regulates Metabolic Genes in ESCs. *Stem Cell*, 10(2), 157–170.
- Choi M., Chang, C.Y., Clough, T., Broudy, D., Killeen, T. et al. (2014). MSstats: an R package for statistical analysis of quantitative mass spectrometry-based proteomic experiments, *Bioinformatics*, 30, 17, 2524–2526
- Ferrari, K. J., Scelfo, A., Jammula, S., Cuomo, A., Barozzi, I., Stützer, A., et al. (2014). Polycomb-dependent H3K27me1 and H3K27me2 regulate active transcription and enhancer fidelity. *Molecular Cell*, 53(1), 49–62.
- Morey, L., Aloia, L., Cozzuto, L., Benitah, S. A., & Di Croce, L. (2013). RYBP and Cbx7 Define Specific Biological Functions of Polycomb Complexes in Mouse Embryonic Stem Cells. *CellReports*, 3(1), 60–69.
- Tippmann, S. C., Ivanek, R., Gaidatzis, D., Schöler, A., Hoerner, L., van Nimwegen, E., et al. (2012). Chromatin measurements reveal contributions of synthesis and decay to steady-state mRNA levels. *Molecular Systems Biology*, 8.
- Tiwari, V. K., Burger, L., Nikolettou, V., Deogracias, R., Thakurela, S., Wirbelauer, C., et al. (2012). Target genes of Topoisomerase II $\beta$  regulate neuronal survival and are defined by their chromatin state. *Pnas*, 109(16), E934–43.
- Yue, F., Cheng, Y., Breschi, A., Vierstra, J., Wu, W., Ryba, T., et al. (2014). A comparative encyclopedia of DNA elements in the mouse genome. *Nature*, 515(7527)

# Supplementary material for: Isoform‐specific localization of DNMT3A regulates DNA methylation fidelity at bivalent CpG islands
**Source:** EMBO J. 2017 Oct 26;36(23):3421–34. doi: 10.15252/embj.201797038
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

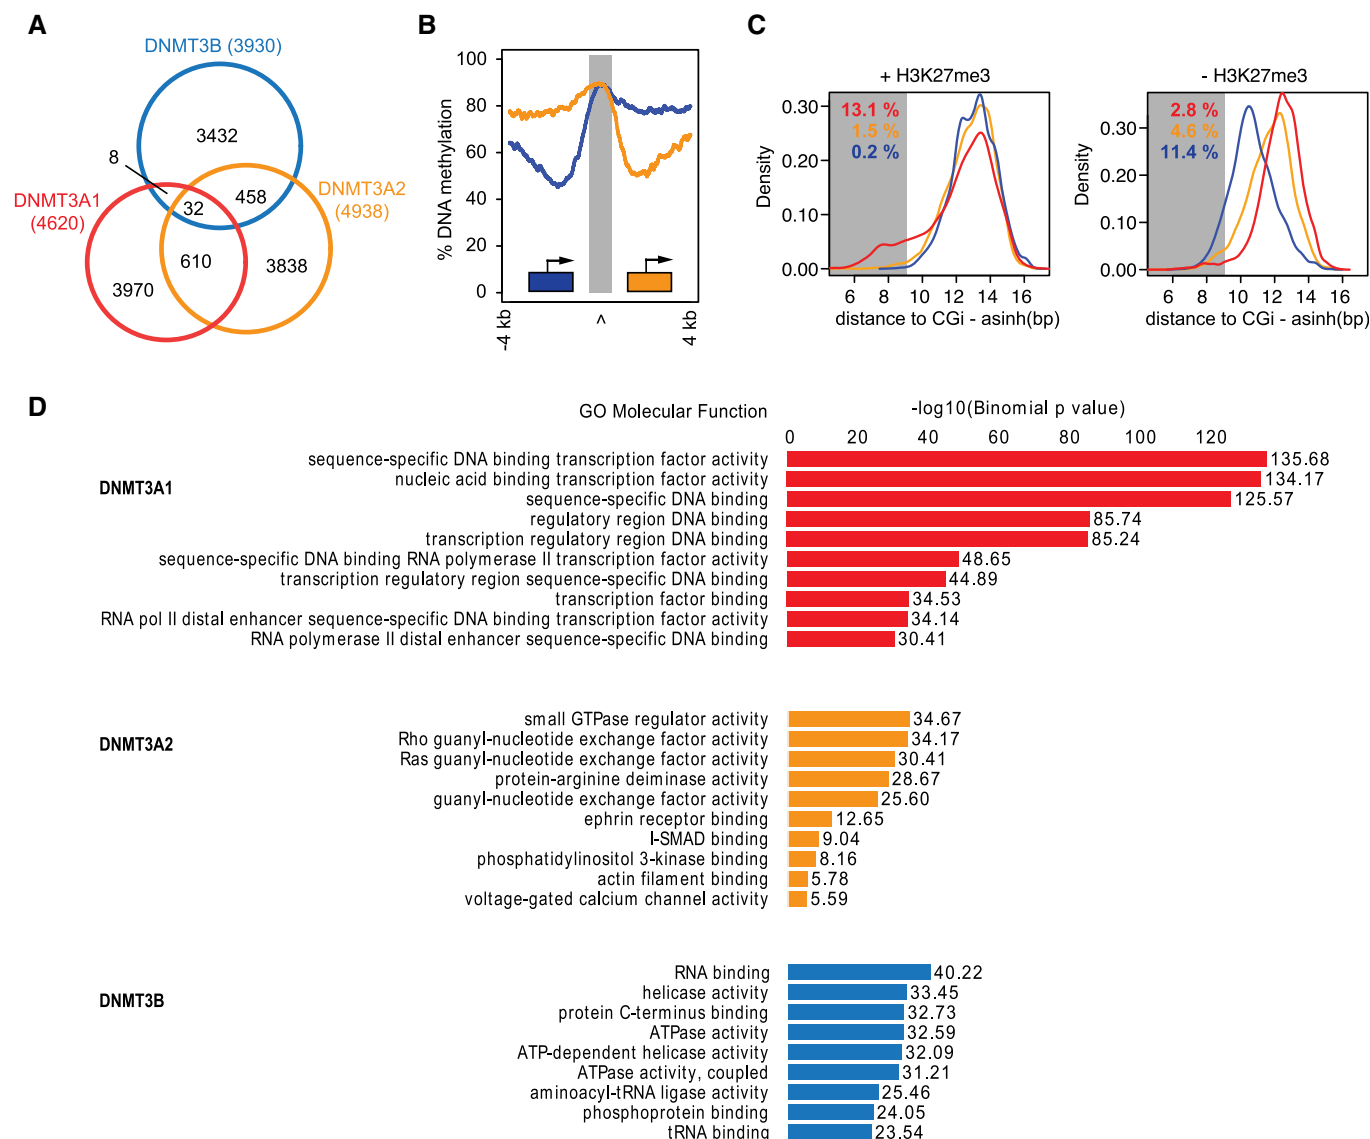

**Figure EV1. DNMT3A1 localization around Polycomb CpG islands.**

- A Venn diagram indicating overlapping and individual binding sites for the *de novo* DNA methyltransferases identified from 1-kb-sized tiles covering the entire genome.
- B Averaged DNA methylation % around DNMT3A1-bound sites (in gray) according to their position upstream (5') or downstream (3') of neighboring CpG island promoters. Blue line indicates DNMT3A1 sites downstream of the 3'-end, and orange line upstream of the 5'-end of CGI promoters.
- C Density plots indicating the distance between *de novo* DNA methyltransferase-enriched sites (red: DNMT3A1, orange: DNMT3A2, blue: DNMT3B) and CpG island promoters separated by H3K27me3. Shaded area indicates a distance shorter than 5 kb, and the percentage of bound sites within that distance is indicated for all DNMT3 proteins in the corresponding color.
- D GREAT (McLean *et al*, 2010) analysis of DNMT3-binding sites indicating the enriched Molecular Function Gene Ontology term of nearby genes. DNMT3A1 frequently associates with or near promoters of DNA sequence-dependent transcriptional regulators.

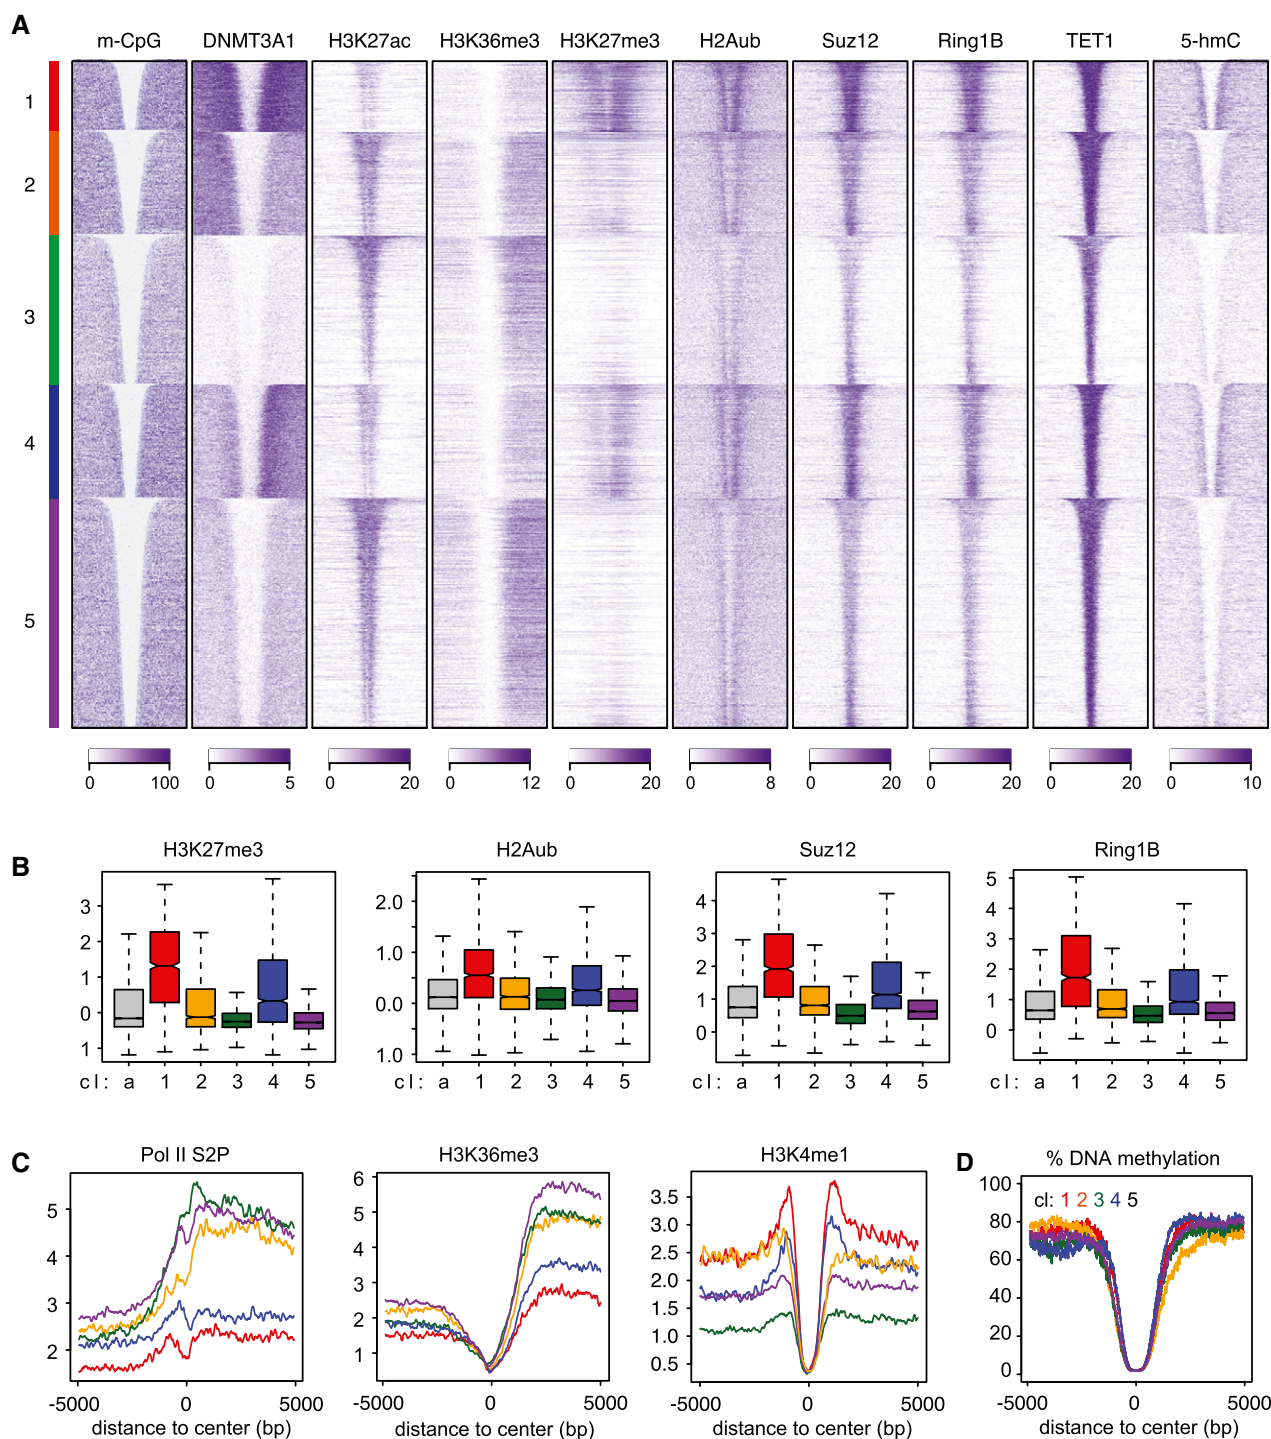

**Figure EV2. Preferential DNMT3A1 binding to CpG island shores coincides with elevated Polycomb activity and TET-mediated oxidation.**

**A** Heat map profiles for all promoter-associated UMRs clustered by DNMT3A1 binding and ranked by size. Shown are DNMT3A1 and various chromatin features clustered and ordered according to DNMT3A1 binding into five clusters. Note that clusters 1 and 4 contain the highest enrichment for DNMT3A1, whereas DNMT3A1 binding in cluster 2 is moderate and occurs upstream of the UMR.

**B** Box plots indicating enrichment of Polycomb marks and proteins within UMRs at clusters preferentially bound by DNMT3A1. Shown are  $\log_2$ -enrichments over input. Boxes denote the inter-quartile range (IQR) and whiskers  $1.5 \times$  IQR. Notches display the confidence interval around the median.

**C** Average density plots indicate elevated transcriptional activity at clusters 2, 3, and 5. Shown are binding profiles for RNA polymerase II phosphorylated on serine 2 and H3K36me3 as markers of transcriptional activity. In addition, H3K4me1 that scales similarly to 5-hmC at DNMT3A1-enriched clusters is shown (compare to Fig 5C).

**D** Average density plots for DNA methylation in wild-type cells measured by WGBS around UMRs clustered based on DNMT3A1 binding.

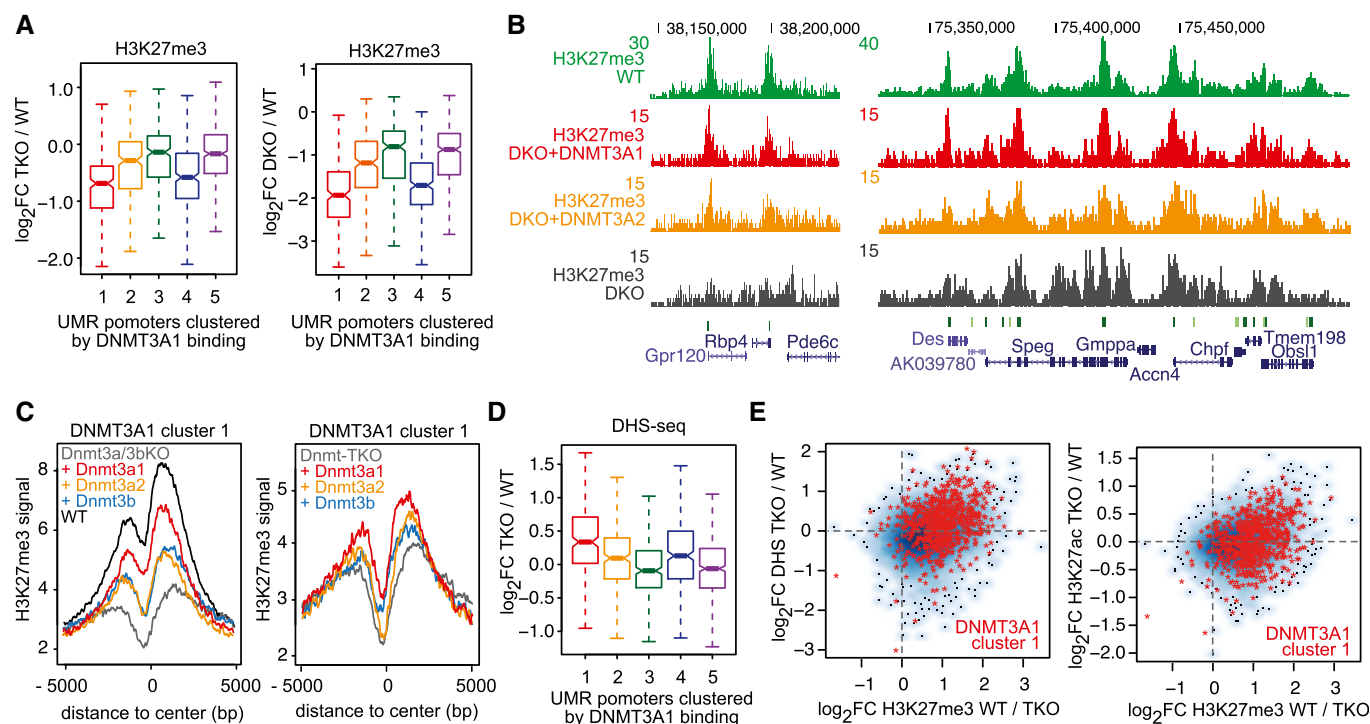

**Figure EV3. Polycomb-regulated CpG island promoters bound by DNMT3A1 are frequently deregulated in the absence of DNA methylation.**

- A Box plots showing reduction in H3K27me3 in *Dnmt*-TKO and *Dnmt3a/Dnmt3b*-DKO cells at UMR promoters clustered based on DNMT3A1 enrichments (clustering based on Fig EV2A). Boxes denote the IQR and whiskers  $1.5 \times$  IQR. Notches display the confidence interval around the median.
- B H3K27me3 reduction and spreading in *Dnmt3a/3b*-DKO cells is partially re-established upon re-expression of DNMT3A1. Genome browser examples for regions with dynamic H3K27me3 in *Dnmt*-TKO cells and *Dnmt*-DKO cells expressing DNMT3A1 or DNMT3A2. Shown are read counts per 100 bp.
- C Average density plots showing library-normalized H3K27me3 ChIP-seq reads around UMR promoters bound by DNMT3A1 (cluster 1 from Fig EV2A) in *Dnmt*-TKO cells and *Dnmt*-TKO cells expressing individual *de novo* DNMTs.
- D Box plot showing increased DNaseI hypersensitivity (DHS) signals in *Dnmt*-TKO cells at UMR promoters enriched by DNMT3A1 (same clusters as in Fig EV2A). Boxes denote the IQR and whiskers  $1.5 \times$  IQR. Notches display the confidence interval around the median.
- E Scatter plots showing correlated increase in DHS or H3K27ac with loss of H3K27me3 at UMR promoters in *Dnmt*-TKO cells, suggesting that reduction in H3K27me3 leads to increased promoter accessibility and activity. Red dots denote the UMR promoters within cluster 1 bound by DNMT3A1.

Data information: Datasets used in (A–C) were obtained from King et al (2016). Datasets used in (D and E) were obtained from Domcke et al (2015).

How the deposited data were processed for this re-analysis (not part of the article)

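RRBS libraries of wild-type, Dnmt3a KO and Dnmt TKO mouse ES cells were analysed, with 1 library per genotype. The sample labels give a mixed background for wild type and Dnmt3a KO and the strain J1 for Dnmt TKO, and they describe wild-type culture on feeder cells or gelatine but Dnmt3a KO culture on gelatine, so genotype and culture cannot be fully told apart. The authors cut DNA with MspI, took inserts in 2 size ranges, treated them with bisulfite, amplified them by PCR and aligned the reads to mm9 with QuasR. The authors removed CpGs over SNPs, and deposited per CpG the counts of reads and of methylated reads, without normalization, and their ratio as a fraction between 0 and 1. For its sequencing data in general, the paper states that identical reads from PCR were filtered out, without saying whether this holds for RRBS, whose reads start at fixed sites. Its text does not name whether a file pools both size ranges.

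The deposited counts were used directly. Every listed CpG had at least 10 reads. The median was 29 reads in wild type, 17 in Dnmt3a KO and 12 in Dnmt TKO. CpGs covered more than 20 times were kept, and wild type and Dnmt3a KO shared 327114 of them, with a median of 80 and 33 reads. Shares of reads carry Wilson 95% intervals and differences carry Newcombe intervals of the pooled reads. They cover at most counting error, because PCR copies and CpGs on the same read are counted as independent. A CpG called lower or higher had q under 0.05 and at least 20 percentage points in Fisher's exact test with Benjamini-Hochberg adjustment, a test between libraries and not between genotypes. No p-value was taken across CpGs, which are not replicates.

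Unmethylated blocks of at least 5 shared CpGs under 20% in wild type stood in for UMRs, and the regions drawn in the paper stood in for H3K27me3-positive UMRs. The paper's own UMR and H3K27me3 lists were not used here, nor were its ChIP, 5-hmC, whole-genome bisulfite and CAGE data. Regions were set against 10000 random sets of windows of the same length with a block and between 0.5 and 2 times as many methylated CpGs. The named loci are every region that the paper draws with H3K27me3 data in ES cells, and the 3 flanks with the largest decrease and the 3 with the largest increase among flanks with at least 10 shared CpGs. Region bounds were read by eye from the figures and are approximate. With regions extended by 5000 bp, the difference stayed at -19.3 percentage points with H3K27me3 and -11.0 without. Genes are protein-coding genes of GENCODE vM1. CpG islands by sequence are windows of 500 bp with at least 55% GC and a CpG ratio of at least 0.65.

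The methods were tested on simulated data at the real depths. Of 200 CpGs with a loss of 40 percentage points, 46 were called lower, and of 5000 such CpGs, 2629 were called. In these simulations 0 and 4 other CpGs were called lower. A loss of 15 percentage points was recovered as -14.9. Many CpGs with real differences are therefore not called at this depth. The alternatives varied the coverage minimum, the weighting, the highest coverage, the chromosomes, the selection of methylated CpGs, the test limits, and the blocks, flanks and regions. Further alternatives were chosen after seeing the data, among them other weightings by distance from blocks and blocks taken from a random part of the wild-type reads. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.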

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

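Every test on the CpGs far from MspI sites, and the test on the highest coverage among the CpGs higher in Dnmt3a KO, was chosen after the result was seen. The other tests in this part were set before.

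The Dnmt3a KO library had 174 CpGs higher than wild type, a direction that the paper does not report on. Libraries simulated with independent reads and without any difference gave 0, which speaks to sampling of reads only. The 174 CpGs lie in 48 windows of 1000 bp, and 171 of them are more than 10000 bp from unmethylated blocks. Their mean methylation was 29.1% in wild type and 73.4% in Dnmt3a KO. PCR copies of single fragments were tested through neighbours: of 127 CpGs under 80% in wild type that lie 400 to 2000 bp from a higher CpG without being called, 44.1% rose by at least 10 percentage points, against 0.193% near other CpGs, which goes against that explanation. Reads of repeated sequence were tested through coverage: 125 of the 174 CpGs are among the 1% with the highest coverage, and without that 1% 49 calls were left, against 7961 of 8005 calls in the other direction. High coverage also makes a call easier, so this does not show that the reads come from repeats, and the 49 calls elsewhere are not accounted for. No biological explanation was tested.

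In Dnmt TKO, 0.0946% of reads were methylated. This is above the smallest share that the depth can show, a limit that leaves out conversion and sequencing errors. Incomplete conversion would give a similar share everywhere, but the share at CpGs with at least 80% in wild type was 7.36 times that at CpGs under 20% (0.324% against 0.0440%). DNA of methylated cells in the sample may account for the excess, and the test of it did not decide. Among CpGs with at least 80% in wild type, the 1% with the most methylated Dnmt TKO reads held 39.7% of those reads. This was under the limit of 50% set for a few unusual CpGs. The test also asked for methylated reads at most of these CpGs, which had them at 3.93%. With reads spread evenly this depth would give 4.72%. Admixed DNA cannot be told apart from residual methylation of the cells.

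Of the CpGs listed for Dnmt TKO, 12.9% lie at least 150 bp from an MspI site, against 0.395% in wild type. Reads from fragments that do not start at an MspI site were tested through the share of listed CpGs at a site, 2.22% against 17.2% in wild type. Over the genome this share is 7.47%, and adding such reads to MspI fragments would give a share between 7.47% and 17.2%. The share in Dnmt TKO is under this range, which gives no support to this explanation there. In Dnmt3a KO, where 4.59% of listed CpGs lie that far from a site, the share was 8.02%, inside the range. The test did not decide. Of the far Dnmt TKO CpGs, 0.347% have 20 or more others within 200 bp. This count measures their spacing and cannot show whether reads pile up. Copies of repeats that pile up at a few places were tested too: 59.6% of the far Dnmt TKO reads are at CpGs with over 100 reads, but so are 78.9% in wild type, so this measure did not decide. Counted by CpGs, those with over 100 reads are 0.480% of the far CpGs, and without them the far CpGs are still 12.8% of the listed CpGs, which goes against such pile-ups as the source of their number. Repeats read at low coverage and biological explanations were not tested. The difference between Dnmt3a KO and wild type at methylated CpGs does not come from such CpGs: under 100 bp from a site it was -14.9 percentage points.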

How the results depend on the processing

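Alternatives were set before the data were examined, apart from 33 described in the last paragraphs. Over 24 results there were 118 values under alternatives, of which 46 stayed within the counting error or, for counts, within 1.5 times, 67 moved and 5 changed direction. No paired analysis was possible because each genotype has 1 library. The alternative that adds both strands of a CpG was not run, because the files list each CpG once.

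The lower methylation in Dnmt3a KO at CpGs with at least 80% in wild type kept its direction under each alternative except selection in Dnmt3a KO. There it was 0.800 percentage points over all shared CpGs, 0.0796 in flanks, 0.789 far from blocks and 10.4 in regions without H3K27me3, and -0.156 in H3K27me3 regions. Simulated libraries without any difference gave 4.53 percentage points under this selection, so its sign alone does not settle the direction. Selection on the mean of both gave -4.35, -5.39 in flanks, -4.31 far from blocks and -4.20 in H3K27me3 regions, where no difference would give 1.52. Selection on a random part of the wild-type reads gave -13.5, -15.9 in flanks and -13.3 far from blocks.

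With more than 10 reads, Dnmt3a KO had 814188 CpGs and Dnmt TKO 431923. Mean methylation was then 28.4% in wild type, 17.0% in Dnmt3a KO and 0.0911% in Dnmt TKO, and the differences were -4.41 over all shared CpGs, -13.6 in flanks, -19.2 at methylated flank CpGs, -14.4 far from blocks and -14.0 in promoter flanks. With more than 50 reads, the means were 12.3%, 1.93% and 0.195%, and the differences -0.998 over all shared CpGs and -16.2 at methylated CpGs. With methylated reads over all reads, the means were 15.1%, 7.91% and 0.0946%, and the differences -0.203 over all shared CpGs and -9.22 in flanks. Over CpGs covered in all 3 libraries the means were 8.58%, 6.17% and 0.0559%, and on autosomes the wild-type mean was 22.9%. The cause of these changes was not tested.

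The number of lower CpGs was 2137 with q under 0.001 and 455 with 20 reads drawn, which left 19 higher CpGs. Without the 1% of CpGs with the highest coverage, 49 were higher, and the difference over all shared CpGs was -3.09. Depth limits these counts: in simulated libraries 2629 of 5000 CpGs with a loss of 40 percentage points were called. In flanks the difference was -9.80 for blocks of at least 10 CpGs, -8.42 for block CpGs under 10% and -11.0 within 2000 bp, where methylated CpGs gave -20.1. More than 50000 bp away it was -13.9, and with gene starts within 2000 bp promoter flanks gave -10.7. H3K27me3 regions gave -34.9 with CpGs of at least 50%, in part from a single CpG of the Hoxd cluster, and -2.22 with all shared CpGs. Regions without H3K27me3 gave -12.3 and -4.30 under these choices. With all shared CpGs the groups cannot be compared, because 5 of the 6 regions with H3K27me3 had a wild-type mean of at most 3.40%. They could not fall by as much, and neither could the region of B3gnt7 without H3K27me3, at 1.10%.

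The first alternatives chosen after seeing the data gave -3.06 over all shared CpGs under 100 bp from an MspI site, and -14.0 for methylated CpGs more than 10000 bp from every CpG island by sequence. Selection on a random part of the Dnmt3a KO reads, measured on the remaining reads, gave -6.48, with -8.86 in flanks and -6.50 far from blocks, so methylation was lower in Dnmt3a KO also at CpGs chosen there. At methylated CpGs, -14.9 under 100 bp from an MspI site and -17.7 within 4000 bp of an island stayed within the counting error.

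The distance intervals were also examined after seeing the data. With methylated reads over all reads, Dnmt3a KO was higher by 3.21 percentage points more than 50000 bp from blocks, and without the 1% of CpGs with the highest coverage the difference was -5.00, so the change of direction rests on that 1%. In the other intervals this weighting gave -13.4 at 0 to 250 bp, -15.7 at 250 to 500 bp, -4.90 at 1000 to 2000 bp, -8.11 at 2000 to 4000 bp, -6.92 at 4000 to 10000 bp and -6.70 at 10000 to 50000 bp. Without the 1% it gave -13.4 at 0 to 250 bp, -4.99 at 1000 to 2000 bp, -8.05 at 2000 to 4000 bp, -7.37 at 4000 to 10000 bp and -6.75 at 10000 to 50000 bp. Blocks taken from a random part of the wild-type reads, with methylation measured on the remaining reads, gave -11.9 at 0 to 250 bp, -14.5 at 250 to 500 bp, -19.6 at 500 to 1000 bp, -9.76 in flanks and -10.6 in promoter flanks, so the size of the difference next to the borders depends on how the blocks are defined. The other 8 alternatives for the intervals stayed within the counting error. The causes of these changes were not tested.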

Differences from the paper's values

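Appendix Table S1 of the paper gives 814 k CpGs for Dnmt3a KO and 432 k for Dnmt TKO as the paper's values, with a footnote of more than 20 times coverage for RRBS. At more than 20 reads the deposited counts gave 349 k CpGs for Dnmt3a KO and 45.5 k for Dnmt TKO. At least 20 reads, set before the data were examined, gave 374 k and 56.3 k and did not close either gap. More than 10 reads, also set before the data were examined, gave 814 k and 432 k and is the setting under which both values fall within the paper's. For wild type the paper's value is 970 k, and the deposited counts gave 651 k at more than 20 reads and 970 k at more than 10 reads.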

Other observations

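The tests on incomplete conversion in wild type, on the part lost as a measure of uniform loss, on the median over CpGs, on matched windows and on chromosome depth were chosen after the result was seen. The other tests in this part were set before, apart from how the first test of over-conversion and the test on neighbours are read.

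Lower methylation in Dnmt3a KO at CpGs with at least 80% in wild type was weighed against technical explanations. Regression to the mean accounts for part of the difference, which went from -14.9 to -13.5 percentage points when selection and measurement used separate wild-type reads. Libraries simulated without any difference gave -2.34 with the same reads and -0.0630 with separate reads. The difference between the real libraries was -14.9 without the 1% of CpGs with the highest coverage and -15.0 at the 223 CpGs covered at least as often in Dnmt3a KO. Incomplete conversion in wild type would need 52.3% of unconverted reads, and 0.598% of wild-type reads inside unmethylated blocks were methylated. Over-conversion in Dnmt3a KO, as a uniform loss of methylated reads, was tested at 518 CpGs with at least 95% in wild type. Of these, 10.8% (Wilson 95% interval 8.42 to 13.8%) stayed at 95% or above, against 5.01% expected from a uniform loss and a limit of 10.0%, which lies within the interval, so this test did not decide. A uniform loss would also take the same part of the methylation everywhere, but the part lost at CpGs with 20 to 80% in wild type was 2.26 times that at CpGs with at least 80%, so it does not account for the loss by itself. For sequence variants or PCR copies of single fragments, CpGs of at least 50% in wild type 400 to 2000 bp from a lower CpG and not called themselves were examined. Of these, 66.5% fell by at least 10 percentage points, against 58.3% near CpGs not called. A loss at most CpGs brings these shares together whatever its cause, so this test could not decide. With selection and measurement on separate wild-type reads, 81.6% of CpGs were lower and the median difference was -11.8 percentage points, near the mean, which goes against a loss limited to single CpGs or fragments. A loss caused by the absence of DNMT3A is a hypothesis that these tests leave open, and with 1 library per genotype differences between cultures or library preparations could not be tested.

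The larger loss in flanks than far from blocks may reflect position relative to CpG islands. The mean over 278 windows of flank CpGs was -19.7 percentage points. Far windows matched on wild-type methylation and coverage had a median of -16.0, and the flank mean was at percentile 0 of 10000 sets. Matched on wild-type methylation and local CpG number the median was -16.3, and the flank mean was at percentile 0.01. Selection, matching and measurement used the same wild-type reads, so regression to the mean may add to this gap. Without matching, separate wild-type reads gave -15.9 percentage points in flanks and -13.3 far from blocks. Differences between cultures or library preparations could not be tested for this pattern either. Block length showed no relation: the Spearman rho of length and mean flank difference over 1207 blocks was -0.0103, and 0.0193 over flank CpGs of at least 50%, so there was no relation for wild-type methylation to explain. Blocks are not independent replicates.

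CpG-dense sequence may lose more methylation. The difference was -16.2 percentage points at methylated CpGs with at least 15 CpGs within 200 bp and -13.3 at those with at most 9, and these values differ by -2.89 percentage points. CpGs with 20 to 80% in wild type lost 2.26 times as large a part of their methylation as CpGs with at least 80%, with selection and measurement on separate wild-type reads (36.4% against 16.2%). Technical explanations for these patterns were not tested.

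Chromosomes 1 and 8 hold more of the listed CpGs in Dnmt TKO, 10.5% and 12.8%, than in wild type, 6.90% and 7.72%. An extra copy of chromosome 8 relative to wild type would raise its read ratio to at least 1.2. Over CpGs with more than 100 reads in wild type, the ratio was 1.04 in Dnmt3a KO, within the range of the other autosomes, and from 0.955 to 1.07 over groups by GC content. In Dnmt TKO it was 1.083, just above the highest autosome other than 1 and 8 at 1.080, and from 0.994 to 1.11 over groups by GC content. Extra copies already present in wild type were then tested with 2 further measures. Over CpGs listed in any library, the median depth of chromosome 8 in wild type was 0.958 times the median autosome, within the range of the other autosomes, and it rose from 0.824 in the lowest GC group to 1.43 in the highest. The ratio of mean depths in the same set lies outside the range of the other autosomes. In wild type it was 1.14 for chromosome 8 and 1.13 for chromosome 1, against at most 1.05 for other autosomes. In Dnmt3a KO it was 1.25 and 1.21, against at most 1.05, and in Dnmt TKO 1.68 and 1.56, against at most 1.11. In wild type the medians and means thus differ, and chance differences between chromosomes were not settled there. In both mutants the medians are high as well: in Dnmt3a KO the median depth of chromosome 8 was 1.15 times the median autosome, against at most 1.08 for other autosomes, and from 1.18 to 1.43 over the 4 GC groups with a value, and in Dnmt TKO chromosome 8 was the only autosome with a median above 0, at 10 reads. That set depends on depth, since CpGs need at least 10 reads to be listed. Over CpGs chosen from the genome, 0 of 5 GC groups had a median above 0, so the median could not decide. The share of these CpGs that was listed in Dnmt TKO was 30.7% on chromosome 8 and 26.1% on chromosome 1. Other autosomes reached at most 22.5%. In Dnmt3a KO it was 41.6% on chromosome 8, just above the 41.1% that other autosomes reached, and 36.1% on chromosome 1. In wild type it was 44.7% and 39.3%, within the range of the other autosomes. The measures thus give different answers for Dnmt3a KO and Dnmt TKO, and the depth of these chromosomes is left unexplained.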
